# Transcriptomic profiling of immune cells in murine polymicrobial sepsis

**DOI:** 10.3389/fimmu.2024.1347453

**Published:** 2024-01-26

**Authors:** Atsushi Murao, Alok Jha, Monowar Aziz, Ping Wang

**Keywords:** sepsis, single-cell RNA sequencing, neutrophil, macrophage, lymphocyte

## Abstract

**Introduction:**

Various immune cell types play critical roles in sepsis with numerous distinct subsets exhibiting unique phenotypes even within the same cell population. Single-cell RNA sequencing (scRNA-seq) enables comprehensive transcriptome profiling and unbiased cell classification. In this study, we have unveiled the transcriptomic landscape of immune cells in sepsis through scRNA-seq analysis.

**Methods:**

We induced sepsis in mice by cecal ligation and puncture. 20 h after the surgery, the spleen and peritoneal lavage were collected. Single-cell suspensions were processed using a 10× Genomics pipeline and sequenced on an Illumina platform. Count matrices were generated using the Cell Ranger pipeline, which maps reads to the mouse reference transcriptome, GRCm38/mm10. Subsequent scRNA-seq analysis was performed using the R package Seurat.

**Results:**

After quality control, we subjected the entire data set to unsupervised classification. Four major clusters were identified as neutrophils, macrophages, B cells, and T cells according to their putative markers. Based on the differentially expressed genes, we identified activated pathways in sepsis for each cell type. In neutrophils, pathways related to inflammatory signaling, such as NF-κB and responses to pathogen-associated molecular patterns (PAMPs), cytokines, and hypoxia were activated. In macrophages, activated pathways were the ones related to cell aging, inflammatory signaling, and responses to PAMPs. In B cells, pathways related to endoplasmic reticulum stress were activated. In T cells, activated pathways were the ones related to inflammatory signaling, responses to PAMPs, and acute lung injury. Next, we further classified each cell type into subsets. Neutrophils consisted of four clusters. Some subsets were activated in inflammatory signaling or cell metabolism, whereas others possessed immunoregulatory or aging properties. Macrophages consisted of four clusters, namely, the ones with enhanced aging, lymphocyte activation, extracellular matrix organization, or cytokine activity. B cells consisted of four clusters, including the ones possessing the phenotype of cell maturation or aging. T cells consisted of six clusters, whose phenotypes include molecular translocation or cell activation.

**Conclusions:**

Transcriptomic analysis by scRNA-seq has unveiled a comprehensive spectrum of immune cell responses and distinct subsets in the context of sepsis. These findings are poised to enhance our understanding of sepsis pathophysiology, offering avenues for targeting novel molecules, cells, and pathways to combat infectious diseases.

## Introduction

Sepsis is a critical infectious disease condition accompanied by organ dysfunction due to dysregulated host immune response to invading pathogens (1). It is estimated that 49 million people suffer from sepsis, resulting in 11 million deaths worldwide every year (2). Pathogen-associated molecular patterns (PAMPs), such as LPS, and damage-associated molecular patterns (DAMPs), including, but not limited to, extracellular cold-inducible RNA-binding protein (eCIRP), high mobility group box 1 (HMGB1), and histone H3, initiate immune responses through the stimulation of pattern recognition receptors (PRRs), leading to the activation of transcription factors, such as NF-κB, to induce inflammation (3–6). Different kinds of immune cells, such as neutrophils, macrophages, B cells, and T cells, coordinately play critical roles during sepsis (7). It is now known that each cell type consists of quite a few subsets (8). Those subsets exhibit a distinct phenotype reflected by genomic differences even within the same cell population (8). For instance, neutrophils, which were traditionally thought as a terminally differentiated single population, are now known to consist of many subsets, such as aged, antigen-presenting, intercellular adhesion molecule-1 (ICAM-1)-expressing, and low-density neutrophils and antigen-presenting aged neutrophils (APANs) in sepsis (9–13). T-cell and macrophage polarization is no longer highlighted as a simple Th1/Th2 and M1/M2 dichotomy as once thought (8). In addition, numerous cellular molecules change their status cell by cell in sepsis, contributing to the disease development (14). It should also be noted that the distribution and phenotype of cells differ between the organs in sepsis. Considering that immune cells mediate crosstalk between the site of infection and systemic inflammation in sepsis (15, 16), assessments of immune cell activities at the focus of infection along with that of remote organs are important to precisely delineate the pathophysiology of this deadly disorder.

Single-cell RNA sequencing (scRNA-seq) enables us to comprehensively screen the genetic status in individual cells and classify the cells into clusters in an unbiased way (17, 18). We are able to not only identify major cell populations, such as neutrophils, macrophages, and lymphocytes, but also further clusterize them into minor subsets unbiasedly (17). Moreover, based on the differentially expressed genes of the cluster, activated pathways can be statistically determined using specific algorithms, such as gene set enrichment analysis (GSEA) (19). A growing number of studies implement scRNA-seq to accelerate the understanding of different disorders (20–22). Furthermore, it also facilitates drug development and transition from the bench to the bedside (20, 21). In this study, we have delved into the transcriptomic landscape of immune cells in sepsis through scRNA-seq analysis. Using intraabdominal septic mice, we have revealed the frequency and status of neutrophils, macrophages, B cells, and T cells in the peritoneal cavity, the focus of infection, and spleen, a remote immune organ, simultaneously. We further classified those major cell populations into subtypes, which showed distinct characteristics in inflammatory response, cellular aging, and metabolism. These discoveries identifying new pathways offer future research areas in sepsis to advance our understanding of its pathophysiology, potentially leading to therapeutics targeting the novel molecules, cells, and pathways to address this deadly disease syndrome.

## Materials and methods

### Animals

Male C57BL/6 mice, 8–12 weeks old, were purchased from Charles River Laboratories (Wilmington, MA). The mice were housed in a temperature-controlled room with 12-h intermittent light and dark cycles and fed a standard mouse chow diet with drinking water. All animal experiments were performed following the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by our Institutional Animal Care and Use Committee (IACUC).

### Mouse model of sepsis

Polymicrobial sepsis was induced in mice by cecal ligation and puncture (CLP) (9). In brief, mice were anesthetized with 2% isoflurane inhalation, and a midline abdominal incision was created. The cecum was securely tied off with a 4–0 silk suture at 1 cm proximal from its distal extremity and then punctured twice using a 22-gauge needle to create two small through-and-through pores. Sham animals were subjected to a laparotomy without CLP. Following the surgery, 1 mL of normal saline was subcutaneously (*s.c.*) injected to avoid surgery-induced dehydration and 0.05 mg/kg buprenorphine was *s.c*. injected as an analgesic. 20 h after the surgery, the peritoneal lavage and spleen were harvested. Samples were pooled from three mice per group.

### Isolation of peritoneal cells and splenocytes

Peritoneal lavage was collected by washing with cold PBS and centrifuged at 300 × g for 5 min at 4°C. The cell pellets were then resuspended into complete RPMI medium. Spleens were grounded and passed through a 70-μm nylon cell strainer. The splenocyte suspension was centrifuged at 300 × g for 5 min at 4°C. The cell pellet was suspended in 1-mL red blood cell (RBC) lysing buffer (BD Biosciences) to lyse the RBCs in the suspension, followed by washing of the cells with PBS. The cell pellets were then resuspended into complete RPMI medium.

### Droplet-based scRNA-seq and genomic mapping

Cells from the peritoneal cavity and spleen of sham and CLP mice were sorted for scRNA-seq using the 10× Genomics Chromium platform. Library preparation was conducted according to the recommended protocol for the Next GEM Single Cell 3' Library Kit v3.1 (no. 1000121; 10× Genomics). Libraries were sequenced on the Illumina NextSeq 2000 sequencing platform to a mean depth of approximately 40,000 reads per cell. The Cell Ranger count pipeline (v6.0.0, 10× Genomics) was used to align FASTQs to the mouse reference genome (gex-mm10-2020-A, 10× Genomics) and produce digital gene-cell count matrices and to perform quality control of the mapping results.

Primary assessment with Cell Ranger for cells from the peritoneal cavity of septic mice reported 6,596 cells with a median of 4,972 unique molecular identifiers per cell and a median of 1,122 genes per cell at 75.3% sequence saturation, with a mean of 46,465 reads per cell. Primary assessment with Cell Ranger for cells from the spleen of septic mice reported 7,423 cells with a median of 3,483 unique molecular identifiers per cell and a median of 1,310 genes per cell at 72.0% sequence saturation, with a mean of 41,567 reads per cell. Primary assessment with Cell Ranger for cells from the peritoneal cavity of sham mice reported 5,462 cells with a median of 12,014 unique molecular identifiers per cell and a median of 2,984 genes per cell at 56.2% sequence saturation, with a mean of 46,645 reads per cell. Primary assessment with Cell Ranger for cells from the spleen of sham mice reported 8,148 cells with a median of 3,741 unique molecular identifiers per cell and a median of 1,362 genes per cell at 64.4% sequence saturation, with a mean of 35,614 reads per cell.

### Single-cell sequencing quantification

DoubletFinder was used to identify doublets. After filtering out doublets, Seurat v4.1.3 was used to filter out cells expressing less than 200 genes and all cells with more than 5% mitochondrial genes. 

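Doublet scores were computed here with Scrublet, which mixes pairs of observed cells and scores each barcode by its likeness to the mixtures. In each library the barcodes with the highest scores were removed, at a rate of 0.8% per 1000 barcodes. The threshold that Scrublet sets itself marked 134 barcodes in the spleen of sham mice (1.64%), 71 in the spleen of CLP mice (0.956%), 5 in the peritoneal cavity of sham mice (0.0915%) and 0 in the peritoneal cavity of CLP mice. In both peritoneal libraries that is under 0.5% of the barcodes. The mitochondrial share of a barcode is the percentage of its UMIs on the genes of the mitochondrial genome.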

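The library from the peritoneal cavity of CLP mice held 6596 barcodes, of which 348 were removed as doublets, 29 more had under 200 genes and 156 more had over 5% mitochondrial UMIs. These steps left 6063 cells and removed 8.08% of the barcodes. Before any removal, 2.93% of the barcodes were over the mitochondrial limit, with a median of 0.383%.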

Among cells from the peritoneal cavity of septic mice, 6,164 singlets were kept and 432 cells were removed through quality control. Among cells from the spleen of septic mice, 3,137 singlets were kept and 4,286 cells were removed through quality control. 

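Of 7423 barcodes from the spleen of CLP mice, 441 were removed as doublets, then 125 for having under 200 genes and 3678 for the mitochondrial limit. The 3179 cells left were the smallest number of the 4 libraries, and 57.2% of the barcodes were removed. The share of barcodes over the limit was 53.9% before any removal. With a limit of 10% the same library kept 6081 cells, and with no limit 6857, the largest changes in the number of cells kept among the alternatives tried.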

Among cells from the peritoneal cavity of sham mice, 4,288 singlets were kept and 1,174 cells were removed through quality control. 

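In the peritoneal cavity of sham mice, 239 of 5462 barcodes were removed as doublets, 34 for few genes and 976 for mitochondrial UMIs, which left 4213 cells. The removed barcodes were 22.9% of the library.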

Among cells from the spleen of sham mice, 5,367 singlets were kept and 2,781 cells were removed through quality control. 

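The library from the spleen of sham mice lost 531 barcodes as doublets, 514 with under 200 genes and 1745 over the mitochondrial limit, and 5358 of 8148 were kept. The removed share was 34.2%, and 24.1% of all barcodes were over the limit before removal.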

Gene expression normalization and cell clustering were done using the SCTransform pipeline (23) with percent mitochondrial reads regressed out and batch effects corrected using Harmony (24). To apply the SCTransform process implemented in Seurat (25), we began by using the “SCTransform” function to normalize the data and regress out mitochondrial mapping percentage as a confounding source of variation, as is standard (23). We then used the “RunPCA” function to run a principal component analysis (PCA), using the variable features (genes) to compute the principal components (PCs). Next, we used Harmony to correct for batch effects (based on sequencing run and the origin of the cells from peritoneal cavity vs. spleen), with the SCTransformed data used as the input, for a maximum of 50 rounds of Harmony (each involving at most 100 rounds of clustering and a correction step). Subsequently, we used the “RunUMAP” function to utilize the Uniform Manifold Approximation and Projection (UMAP) approach to dimensionality reduction, using the first 20 dimensions of the harmonized data as the input features to the UMAP. Finally, the “FindNeighbors” function was used to compute the 20 nearest neighbors for a given dataset based on the first 20 dimensions of the harmonized data, and the “FindClusters” function was applied to identify clusters of cells by a shared nearest neighbor (SNN) modularity optimization-based clustering algorithm.

### Gene set enrichment analysis

A gene set enrichment analysis (GSEA) was performed using fgsea 1.26.0, an R package. In this case, Molecular Signatures Database (MSigDB) v2022.1 was used as the source of annotated gene sets for GSEA. GSEA was conducted separately for each cell cluster of interest identified using Seurat.

### Statistical analysis

For single-cell sequencing analysis using Seurat, differential expression testing was based on the Wilcoxon rank-sum test (also known as the Mann–Whitney U test), a non-parametric test used to compare two independent samples (26).

For GSEA using fgsea, an enrichment score (ES) was calculated based on a vector of gene-level t-statistics from a differential expression test, with an empirical null distribution calculated by sampling random gene sets for each input pathway of interest. Then, a P-value was estimated by taking the number of random gene sets with the same or more extreme ES value divided by the total number of generated gene sets, and multiple hypothesis correction was applied, yielding adjusted P-values.

## Results

### Profiles of neutrophils, macrophages, B cells, and T cells in sepsis

We induced sepsis in mice by CLP and isolated cells from the peritoneal cavity and spleen. 

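In cecal ligation and puncture (CLP) the cecum is tied off and pierced, so that gut bacteria enter the abdominal cavity, and the sham mice had the abdomen opened without either step. Peritoneal lavage cells and splenocytes were collected 20 h after surgery. The cells of 3 mice were pooled into 1 library for each of 4 conditions, the spleen and the peritoneal cavity of sham and of CLP mice. The 3′ gene expression assay of 10× Genomics counts each captured transcript once by its unique molecular identifier (UMI). The authors counted UMIs on 32285 genes of the mm10 build (GRCm38) with Cell Ranger and deposited, for each library, the counts of the barcodes it called as cells, without normalization and before the doublet, gene number and mitochondrial filters. The 4 libraries held 57707878 UMIs (spleen of sham mice), 42409828 (spleen of CLP mice), 68400124 (peritoneal cavity of sham mice) and 40604976 (peritoneal cavity of CLP mice). The median was 3741 UMIs on 1362 genes per barcode in the spleen of sham mice, 3483 on 1310 in the spleen of CLP mice, 12014 on 2984 in the peritoneal cavity of sham mice and 4972 on 1122 in the peritoneal cavity of CLP mice. The counts were filtered here at the paper's limits on genes and mitochondrial share, with doublets removed by Scrublet in place of DoubletFinder, and clustered by the paper's steps at the default resolution, with Harmony over the compartment and not also over the sequencing run, which the sample labels do not give. Clusters were named by markers, and UMIs were summed over the cells of each name in each library and given as counts per 10⁶ UMIs of that sum (CPM). No condition had a second library, so no test between conditions was possible. The 95% intervals printed with the values are exact (Poisson for CPM, Clopper-Pearson binomial for shares, conditional binomial for ratios) and cover counting error only, not the variation between mice, pools or preparations.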

The cells were then processed *via* the 10× Genomics scRNA-seq pipeline. 

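The kept cells had a median of 4457 UMIs in the spleen of sham mice, 3877 in the spleen of CLP mice, 12655 in the peritoneal cavity of sham mice and 4969 in the peritoneal cavity of CLP mice. The medians of genes detected were 1497, 1379, 3104 and 1113, in the same order. A cell from the peritoneal cavity of sham mice thus gave the most UMIs of the 4 libraries. A transcript at a given share of a cell's UMIs had the most chance to be counted there. This was not a deeper sequencing, as the paper gives nearly the same mean reads per cell for both peritoneal libraries. It gives the lowest saturation for that of sham mice.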

After quality control (**Supplementary Figure 1**), we subjected the entire data set to unsupervised classification. This classification resulted in 14 clusters (#0–13), which were lined up in the order of cell numbers (**Figure 1A**, **Supplementary Figures 2**, **3**). 

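Counts were normalized with SCTransform with the mitochondrial percentage regressed out, reduced to principal components, corrected for the compartment with the algorithm of Harmony and clustered by the Louvain method on 20 dimensions and 20 neighbors. The resolution, which the paper's text does not give, was left at Seurat's default of 0.8, and 30 clusters were found. A resolution of 0.4 gave 21 clusters and a resolution of 1.2 gave 35.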

Then, we sought to identify the cell types of the four major clusters using the putative markers *Cd14*, myeloid cells; *Cd19*, *Ms4a1*, B cells; and *Cd2*, *Cd3d/e*, *Cd4*, *Cd8a*, T cells (**Figure 1B**), along with the markers for other cell types (**Supplementary Figure 4**). 

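*Ms4a1* lies on chromosome 19 of GRCm38 from 11249675 to 11266241. In the B cell-like cells of the spleen of sham mice, *Ms4a1* was at 1182 CPM (95% interval 1152 to 1213), against 4.12 CPM in the T cell-like cells of the same library. *Cd3d* and *Cd3e*, which lie near each other on chromosome 9 from 44981786 to 44987339 and from 44998740 to 45009627, were at 894 CPM (95% interval 868 to 920.2) and 427 CPM (95% interval 409 to 445) in those T cell-like cells and at 5.19 CPM and 1.45 CPM in the B cell-like cells. *Cd2* was at 282 CPM in T cell-like and 154 CPM in B cell-like cells there. *Cd4* and *Cd8a* were at 78.6 CPM and 189.9 CPM in the T cell-like cells. *Cd14* (chromosome 18 from 36725067 to 36726798) was at 3661 CPM (95% interval 3637 to 3685) in the neutrophil-like cells of the peritoneal cavity of CLP mice and at 238 CPM in the macrophage-like cells of the peritoneal cavity of sham mice. In B and T cell-like cells of the spleen of sham mice it was at 0.207 CPM and 0.588 CPM.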

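*Ly6g* (chromosome 15 from 75155240 to 75159126) was at 564 CPM (95% interval 549.6 to 579) in the neutrophil-like cells of the spleen of sham mice, 44.1 CPM (95% interval 38.2 to 50.7) in those of the spleen of CLP mice and 99.5 CPM (95% interval 95.5 to 104) in those of the peritoneal cavity of CLP mice, and at 0.0217 CPM in the macrophage-like cells of the peritoneal cavity of sham mice. *Adgre1* (chromosome 17 from 57358691 to 57483527) was at 634 CPM (95% interval 626 to 641) in those macrophage-like cells, 451 CPM (95% interval 381 to 529.9) in the ones of the spleen of sham mice and 269 CPM (95% interval 195 to 361) in the ones of the spleen of CLP mice. In neutrophil-like cells *Adgre1* was at 4.79 CPM, 0.891 CPM and 10.5 CPM in the spleen of sham mice, the spleen of CLP mice and the peritoneal cavity of CLP mice.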

Two major clusters were identified to be myeloid cells (#0, #1) (**Supplementary Figure 5**), and we further distinguished them by the markers for neutrophils (*Ly6g*) and macrophages (*Adgre1*). As such, each of the four major clusters was identified as follows: #0, neutrophils; #1, macrophages; #2, B cells; #3, T cells (**Figure 1A**). 

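The cells of each library in a cluster were named together. A marker counted where it was detected in at least 10% of them at a level at least 1 log2 unit above all other cells, and the name with the largest share of its markers counted was given, with at least 3 needed and with markers among their 10 highest genes weighing more. Naming by library mattered because single clusters held different cells in different libraries. Cluster 3 held 671 cells from the spleen of sham mice, with *Trac* at 508 CPM and *S100a8* at 568 CPM. The same cluster held 750 cells from the peritoneal cavity of CLP mice, with *Trac* at 0 and *S100a8* at 59327 CPM, which were named neutrophil-like. The neutrophil-like cells of the peritoneal cavity of CLP mice were spread over clusters 0 (42.5%), 5 (16.8%), 3 (15.9%) and 8 (11.8%), and those of the spleen of sham mice over clusters 16 (45.1%), 18 (23.1%), 8 (19.3%) and 5 (12.5%). Macrophage-like cells of both spleen libraries were mostly or all in cluster 6, and 56.8% of those of the peritoneal cavity of sham mice were in cluster 1. B cell-like cells of the spleen of sham mice were in cluster 2 (98.5%) and those of the spleen of CLP mice in cluster 7 (96.5%). T cell-like cells lay in clusters 3 (66.5%) and 9 in the spleen of sham mice, and in clusters 12 (70.2%) and 9 in the spleen of CLP mice. Groups that met no name's rule were left unnamed.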

Next, we assessed the differences in cell distribution among the two compartments in sham and septic conditions. Neutrophils existed predominantly in the peritoneal cavity of septic mice and to a lesser extent in the spleen of sham and septic mice, whereas they were barely detectable in the peritoneal cavity of sham mice (**Figure 1C**). 

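In the peritoneal cavity of CLP mice, 4715 of 6063 cells were neutrophil-like, or 77.8% (95% interval 76.7 to 78.8). The share was 15.7% (95% interval 14.8 to 16.7) in the spleen of sham mice and 10.6% (95% interval 9.52 to 11.7) in the spleen of CLP mice. No group of at least 10 cells of the peritoneal cavity of sham mice was named neutrophil-like. Smaller groups had no name, and 7 cells of that library, or 0.166% (95% interval 0.0668 to 0.342), lay in clusters named neutrophil-like as a whole. The alternative that moved the share of the peritoneal cavity of CLP mice most was giving 1 name to each whole cluster, an alternative added after the data were seen, which lowered it to 58.2%. In the other alternatives it stayed between 72.8% and 80.0%.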

Macrophages existed predominantly in the peritoneal cavity of sham mice and to a lesser extent in the spleen of sham and septic mice, whereas they were barely detectable in the peritoneal cavity of septic mice (**Figure 1C**). 

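Macrophage-like cells were 3208 of 4213 cells in the peritoneal cavity of sham mice, a share of 76.1% (95% interval 74.8 to 77.4). They were 2.71% (95% interval 2.29 to 3.18) of the cells in the spleen of sham mice and 2.45% (95% interval 1.94 to 3.05) in the spleen of CLP mice, so that the difference between the spleen libraries was within counting error. No group of at least 10 cells of the peritoneal cavity of CLP mice was named macrophage-like, while 5.99% of the cells there had no name. Cells there with monocyte markers, such as *Ly6c2* and *Ccr2*, had their own name and were 15.7% (95% interval 14.7 to 16.6) of the library.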

B cells existed mainly in the peritoneal cavity and spleen of sham mice and to a lesser extent in the spleen of septic mice, whereas they were barely detectable in the peritoneal cavity of septic mice (**Figure 1C**). 

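B cell-like cells were 24.6% (95% interval 23.5 to 25.8) of the cells in the spleen of sham mice, 24.3% (95% interval 22.8 to 25.8) in the spleen of CLP mice and 12.9% (95% interval 11.9 to 14.0) in the peritoneal cavity of sham mice. The shares of the spleen libraries differed by less than counting error in the main analysis, with 237 cells of the spleen of CLP mice in cluster 14 unnamed that had *Cd79a* at 653 CPM. Plasma cell-like cells, named apart from them, were 1.51% (95% interval 1.20 to 1.88) in the spleen of sham mice and 2.01% (95% interval 1.55 to 2.56) in the spleen of CLP mice. In the peritoneal cavity of CLP mice no group of cells was named B cell-like. With no mitochondrial limit the B cell-like share of the spleen rose to 36.7% in sham and 49.0% in CLP mice, and with a limit of 10% it was 35.0% and 46.7%. It was 23.9% in sham and 30.6% in CLP mice without doublet removal, 25.2% and 32.2% without batch correction, and 24.8% and 31.6% on log-normalized values. At a resolution of 0.4 it was 25.6% in sham and 23.4% in CLP mice.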

T cells were found mainly in the spleen of sham and septic mice and to a lesser extent in the peritoneal cavity of sham and septic mice (**Figure 1C**). Hence, variations in the presence of innate and adaptive immune cells across different compartments have been noted under both normal and septic conditions.

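T cell-like cells were 18.8% (95% interval 17.8 to 19.9) of the cells in the spleen of sham mice and 21.1% (95% interval 19.7 to 22.6) in the spleen of CLP mice. In the peritoneal cavity of sham mice the share was 1.88% (95% interval 1.49 to 2.33). It was 0 in that library with a mitochondrial limit of 10% or at least 500 genes per cell. No group of cells in the peritoneal cavity of CLP mice was named T cell-like. Where whole clusters were named instead, 937 cells of that library, or 15.5%, fell in clusters named T cell-like.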

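Dendritic cell-like cells were 6.29% (95% interval 5.47 to 7.19) of the cells in the spleen of CLP mice, which depended on the naming. They were 2.93% (95% interval 2.50 to 3.42) of the cells in the spleen of sham mice. NK cell-like cells were 1.89% (95% interval 1.54 to 2.29) there, 1.42% (95% interval 1.03 to 1.89) in the spleen of CLP mice and 0.783% (95% interval 0.540 to 1.10) in the peritoneal cavity of sham mice. Erythroid cells made up 17.9% (95% interval 16.9 to 19.0) in the spleen of sham mice and 18.2% (95% interval 16.9 to 19.6) in the spleen of CLP mice, and no group of cells of the peritoneal cavity was given the name. Unnamed cells were 4.98% in the spleen of sham mice, 13.7% in the spleen of CLP mice, 3.58% in the peritoneal cavity of sham mice and 5.99% in the peritoneal cavity of CLP mice.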

**Figure 1:**
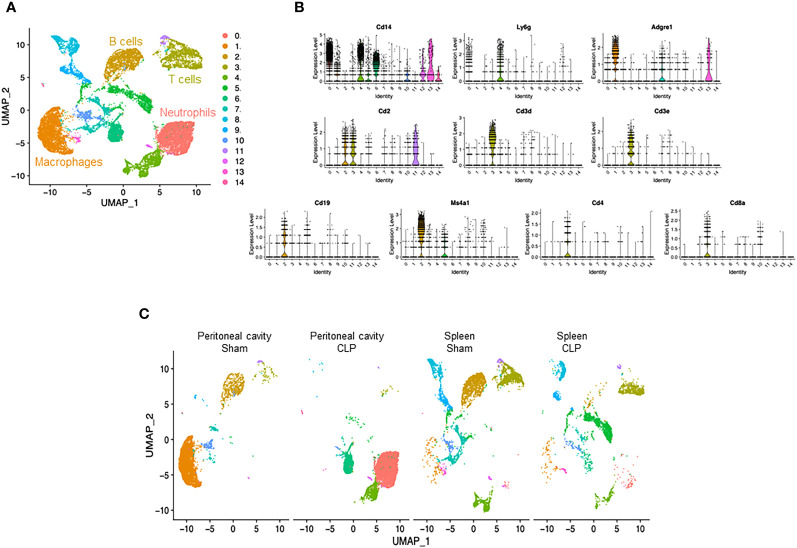
Identification of neutrophils, macrophages, B cells, and T cells. **(A)** UMAP plots showing the results of post-filtering unsupervised random forest classification of all groups combined. **(B)** Violin plots of key markers used for identifying cell types. **(C)** UMAP plots showing the post-filtering unsupervised random forest classification of each group (peritoneal cavity of sham and CLP, spleen of sham and CLP).

### Transcriptomic heterogeneity in neutrophils, macrophages, B cells, and T cells in sepsis

We then compared transcriptomic differences caused by sepsis in each cell type by identifying differentially expressed genes and pathways in CLP mice compared with sham mice. 

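The paper compares CLP with sham cells of each type, and its text does not say from which compartments. In the present naming every CLP macrophage-like, B cell-like and T cell-like cell came from the spleen, every sham neutrophil-like cell came from the spleen as well, and most sham macrophage-like cells came from the peritoneal cavity. Where the compartments are summed, the compartment therefore differs along with the condition, and each ratio was computed both over the 2 compartments and within the spleen. No ratio within the peritoneal cavity could be computed for these 4 types. The sums within the spleen held 4488440 UMIs in CLP and 9820281 in sham neutrophil-like cells, 163717 and 328088 in macrophage-like cells, 3148974 and 4819510 in B cell-like cells, and 3396184 and 5101331 in T cell-like cells. The macrophage-like cells thus give the least precise ratios. The neutrophil-like cells of the peritoneal cavity of CLP mice held 24045199 UMIs and the macrophage-like cells of the peritoneal cavity of sham mice 46095696, so sums over both compartments mostly reflect these.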

In neutrophils, the most differentially expressed genes in septic mice compared with the control were *Cxcl2*, *Ccl4*, *CCl3*, *Il1rn*, *Fth1*, *Cxcl3*, *Thbs1*, *Acod1*, *Ier3*, and *Sod2* (**Figure 2A**, **Supplementary Table 1**). 

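*Cxcl2*, which lies on chromosome 5 from 90903871 to 90905938 and encodes a chemokine for neutrophils, was at 61797 CPM (95% interval 61698 to 61897) in the neutrophil-like cells of the peritoneal cavity of CLP mice, 1059.6 CPM (95% interval 1029.7 to 1090.2) in the spleen of CLP mice and 10.8 CPM (95% interval 8.84 to 13.1) in the spleen of sham mice. Within the spleen it was 98.2-fold higher (95% interval 81.0 to 120.2) in CLP mice, and over both compartments 4840.0-fold higher (95% interval 4002 to 5912). The level differed between clusters. Of the 336 neutrophil-like cells of the CLP spleen, 7.44% were in cluster 0, at 23417 CPM, 16.1% in cluster 8, at 6407 CPM, 52.7% in cluster 5, at 325 CPM, and 23.8% in cluster 18, at 5.76 CPM. Those of the sham spleen in clusters 8, 5 and 18 were at 139.9, 0.675 and 3.801 CPM. *Ccl4* (chromosome 11 from 83662584 to 83664683) was at 13703 CPM (95% interval 13656 to 13750.0), 95.4 CPM (95% interval 86.5 to 105) and 0.713 CPM (95% interval 0.287 to 1.47) in the same order. *Ccl3* was 190.1-fold higher (95% interval 95.9 to 442) in the spleen, from 695 and 8 UMIs. *Cxcl3* had 557 UMIs against 1, a ratio of 1219 with an interval from 218 to 48220.0. *Thbs1* was 39.0-fold higher (95% interval 29.2 to 53.1) in the spleen. The ratios of *Il1rn*, *Fth1*, *Acod1*, *Ier3* and *Sod2* within the spleen were 6.79, 4.15, 8.02, 5.19 and 4.38, and over both compartments 244, 98.7, 309, 57.6 and 68.3. All 30 genes of Supplementary Table 1 were higher in CLP neutrophil-like cells over both compartments, with a median log2 ratio of 5.73, and within the spleen, with a median of 1.82. The study chose that list on these libraries, so it is not independent evidence. With 1 CPM added to both levels, the largest ratios within the spleen among all eligible genes were those of *Cxcl3*, *Ccl3*, *Cxcl2*, *Thbs1* and *Cd14*, the last 23.4-fold higher (95% interval 19.5 to 28.5). The smallest were those of *Lyz2*, at 0.0711 times the sham level (95% interval 0.0688 to 0.0734), *Ly6g*, at 0.0782 times, *Lst1*, *Zmpste24* and *Golim4*. *Ly6g* was at 1056 CPM in the 380 sham cells of cluster 16, which holds no such cells of the CLP spleen. In the shared clusters 8, 5 and 18 it was at 582, 29.6 and 5.28 CPM in CLP and 556, 214 and 217 CPM in sham cells.

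**Figure D1:**
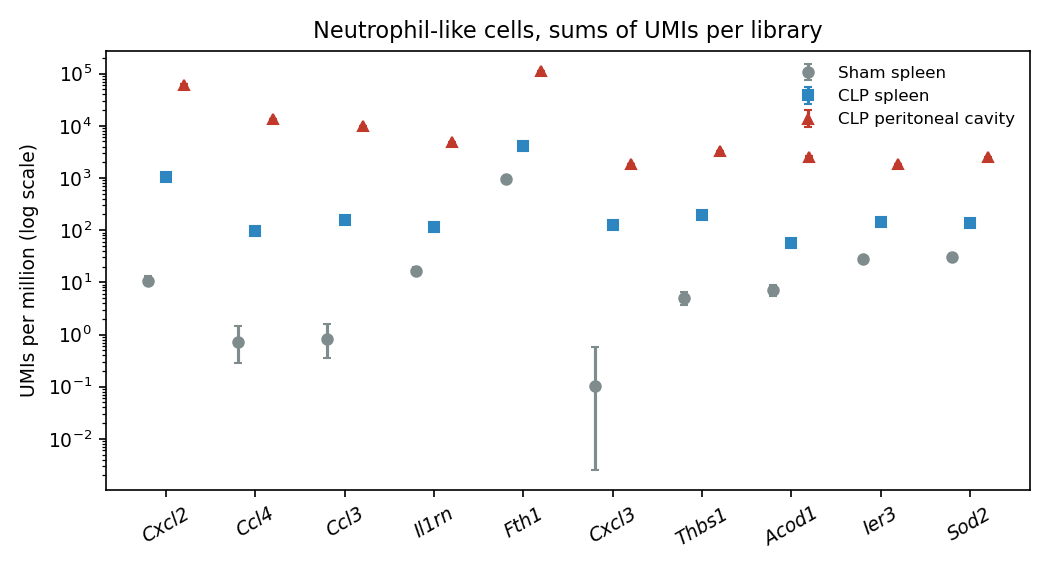
Level of the 10 genes in neutrophil-like cells of 3 libraries, in CPM on a logarithmic axis. Points are the sums over all neutrophil-like cells of 1 library and bars their exact 95% Poisson intervals. For *Cxcl2* the points lie at 10.8 CPM in the spleen of sham mice, 1059.6 CPM in the spleen of CLP mice and 61797 CPM in the peritoneal cavity of CLP mice.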

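Lists of genes for each response were written before the data were examined, and the median log2 ratio of a list was ranked among 10000 random lists of the same size and expression. For 25 NF-κB target genes in neutrophil-like cells the median was 5.65 over both compartments, above the random lists at percentile 100, and 24 of the 25 were higher in CLP mice. Within the spleen the median was 1.43, again at percentile 100, the largest move of this median among the alternatives tried. The median of all 11972 genes tested was −0.41 over both compartments and 0.23 within the spleen. Genes of the response to lipopolysaccharide, a bacterial PAMP, had a median of 5.93 (percentile 100) over both compartments and 2.72 (percentile 100) within the spleen. The cytokine response has no list of its own. Hypoxia response genes had a median of 1.51 (percentile 100) and, within the spleen, 0.67 (percentile 99.9).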

Based on these differentially expressed genes, pathways activated in the neutrophils of CLP mice were determined to be the ones related to inflammatory signaling such as NF-κB and responses to PAMPs, cytokines, and hypoxia (**Table 1**). 

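*S100a9* (chromosome 3 from 90692632 to 90695721) was at 928 CPM (95% interval 787 to 1088) in the macrophage-like cells of the spleen of CLP mice, 1119 CPM (95% interval 1007 to 1239) in the spleen of sham mice and 8.87 CPM (95% interval 8.03 to 9.78) in the peritoneal cavity of sham mice. It was 55.5-fold higher (95% interval 46.4 to 66.2) in CLP mice over both compartments, and within the spleen it was 0.830 times the sham level with an interval that includes 1 (0.682 to 1.01). *S100a8* was 23.3-fold higher (95% interval 19.2 to 28.0) over both compartments and 0.568 times (0.462 to 0.694) within the spleen. *S100a9* and *S100a8* were at 0.655% and 0.587% of their levels in neutrophil-like cells of the CLP spleen and at 0.772% and 0.784% in the sham spleen. The median for 10 transcripts abundant in neutrophils was 0.695% and 0.778%, so these ratios are not known to be of expression in macrophages. *Hbb-bs*, a globin gene whose reads the counting could have shared with *Hbb-bt*, was 19.7-fold higher (95% interval 18.3 to 21.2) over both and 0.139 times (0.129 to 0.150) within the spleen. The last rests on few sham cells: 21 in cluster 21 were at 157020.0 CPM and the other 124, in cluster 6, at 7722 CPM, against 4673 CPM in the CLP cells, all in cluster 6. *Fth1* was 3.70-fold higher (95% interval 3.56 to 3.85), *Spic* 2.97-fold higher (95% interval 2.51 to 3.51) and *Cd14* 66.9-fold higher (95% interval 45.7 to 102) within the spleen. *Cxcl2* had 1088 UMIs in CLP and 1 in sham mice there, a ratio of 2180.3 with an interval from 391 to 86197. *AW112010*, *Hmox1* and *Vcam1* had ratios of 1.30, 1.41 and 1.26 within the spleen, against 57.3, 38.4 and 178 over both compartments. Of the 30 genes of Supplementary Table 2, which the study chose on these libraries, 30 were higher in CLP over both compartments and 23 within the spleen, with median log2 ratios of 4.52 and 1.29. With 1 CPM added to both levels, the largest spleen ratios among all eligible genes were those of *Cxcl2*, *Hilpda*, *Cxcl1*, *Il10* and *Cxcl3*. Without it, *Hilpda* was 114-fold higher, *Cxcl1* at least 76.8-fold, *Il10* at least 46.1-fold and *Cxcl3* at least 42.8-fold. The last 3 had 0 UMIs in sham mice, set at 3 counts over the group. The bounds of *Il10* and *Cxcl3* lie under the 66.9 of *Cd14*, so their place depends on the 1 CPM added. The smallest were those of *Hist1h2ae*, *Hemgn*, *Hist1h1b*, *Lst1* and *Isg20*. In the sham cells 9 of 10 erythroid markers other than globins were above 10% of their level in erythroid cells, against 1 in the CLP cells, so low ratios of genes of erythroid or dividing cells are not known to be of macrophages.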

In macrophages, the most differentially expressed genes after sepsis include *S100a9*, *S100a8*, *Hbb-bs*, *Fth1*, *AW112010*, *Spic*, *Cxcl2*, *Cd14*, *Hmox1*, and *Vcam1* (**Figure 2B**, **Supplementary Table 2**). Activated pathways in macrophages of septic mice were the ones related to cell aging, inflammatory signaling such as NF-κB, and responses to PAMPs (**Table 2**). 

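In macrophage-like cells the 24 NF-κB target genes that could be counted had a median log2 ratio of 3.81 (percentile 100) over both compartments, and 2.74 (percentile 100) within the spleen, where 20 of 21 genes were higher in CLP mice. The medians of the response to lipopolysaccharide were 4.53 (percentile 100) and 2.93 (percentile 100). The median of all genes was −0.28 over both compartments and −0.066 within the spleen. Hypoxia response genes had a median of 0.30 (percentile 85.6) over both compartments and 1.08 (percentile 99.98) within the spleen. Transcripts abundant in neutrophils had a median of 4.97 (percentile 100) over both compartments and −0.27 (percentile 21.4) within the spleen, and erythrocyte transcripts 4.29 (percentile 99.8) and −2.84 (percentile 0), so both lists changed direction with the compartment.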

In B cells, the most upregulated genes in septic mice were *Ighg2c*, *Jchain*, *Ighm*, *Iglv1*, *Mtq*, *Xbp1*, *Gm49980*, *Herpud1*, *Ly6c2*, and *Sec11c* (**Figure 2C**, **Supplementary Table 3**). 

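*Ighg2c* (chromosome 12 from 113285325 to 113288932), the constant region of an immunoglobulin heavy chain, was 15.4-fold higher (95% interval 14.5 to 16.2) in CLP mice over B cell-like and plasma cell-like cells of the spleen together. In plasma cell-like cells alone it was 10.2-fold higher (95% interval 9.70 to 10.8). In B cell-like cells it had 53 UMIs in CLP and 10 in sham mice, 0.108% and 0.136% of its level in the plasma cell-like cells of the same library, so RNA from plasma cells is not excluded as their source and no ratio is given. *Mt1* was 39.8-fold higher (95% interval 31.1 to 51.8) over both names, 14.5-fold higher (95% interval 10.6 to 20.5) in B cell-like and 58.8-fold higher (95% interval 39.0 to 93.1) in plasma cell-like cells. The paper's text prints this gene as Mtq, and its Supplementary Table 3 as Mt1. *Gm49980* was 5.04-fold higher (95% interval 4.65 to 5.46) over both names. *Ighm* was 1.41-fold higher (95% interval 1.40 to 1.43) over both names, but 0.465 times the sham level in B cell-like cells alone. *Jchain*, *Iglv1*, *Xbp1* and *Herpud1* had ratios of 1.18, 1.10, 1.22 and 1.93 over both names and 0.162, 0.0431, 0.420 and 0.889 in B cell-like cells alone. *Ighg2c*, *Jchain*, *Iglv1* and *Xbp1* were among the markers that named plasma cell-like groups. Groups high in them were thus set apart from B cell-like cells by the naming, on which the values of B cell-like cells alone depend. In CLP B cell-like cells *Jchain* (77 UMIs) and *Iglv1* (6 UMIs) were at 0.139% and 0.0988% of the plasma cell-like level, near the share of *Ighg2c*. RNA from plasma cells is not excluded there, so the B cell ratios of *Jchain* and *Iglv1* are not known to be of expression. In sham B cell-like cells they were at 0.70% (729 UMIs) and 1.82% (213 UMIs), above the 0.136% of *Ighg2c*, so the doubt is mainly on the CLP level. *Ly6c2* and *Sec11c* were near equal over both names in the spleen, with ratios of 1.06 and 1.03. Over both compartments the log2 ratios over both names were 1.12 for *Jchain*, 1.03 for *Ighm*, 0.93 for *Iglv1* and 0.95 for *Xbp1*. They were 1.04 for *Herpud1*, 0.91 for *Ly6c2* and 0.29 for *Sec11c*. In B cell-like cells alone those of *Ighm*, *Xbp1*, *Herpud1* and *Sec11c* were −1.30, −0.94, −0.25 and −0.34, and that of *Ly6c2* was 0.65. Reads of the immunoglobulin genes can be shared between near-identical family members, so their levels are less certain. Of the 30 genes of Supplementary Table 3, 14 were higher in CLP B cell-like cells of the spleen and 22 with plasma cell-like cells counted in. Over both compartments the counts were 15 and 26. In B cell-like cells of the spleen the largest ratios were those of *Socs3* (199.9), *Emb*, *Pmepa1*, *Mt1* and *Bcl2l11*, and the smallest those of *Fcer2a* (0.0173), *Ighg2b*, *Cr2*, *Slpi* and *Cd55*. Of these B cell-like cells, 98.5% of the sham ones lay in cluster 2 and 96.5% of the CLP ones in cluster 7, so the ratios are not known to be between cells of the same kind.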

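Of 25 genes of the endoplasmic reticulum stress response, 4 were higher and the rest lower in CLP B cell-like cells, with a median log2 ratio of −0.39 (percentile 0.08) over both compartments and −0.53 (percentile 0) within the spleen. With plasma cell-like cells counted in, the median was −0.090 (percentile 12.8) over both compartments and −0.46 (percentile 0.02) within the spleen. In plasma cell-like cells alone, all of them from the spleen, it was −0.88 (percentile 0). The median of all genes in B cell-like cells was 0.11. Plasma cell-like cells were 7.66% of the B and plasma cell-like cells of the spleen of CLP mice (95% interval 5.95 to 9.68) and 5.78% (95% interval 4.62 to 7.13) of those of the spleen of sham mice, and they held 24.0% and 16.0% of the UMIs. NF-κB target genes had a median of 1.03 (percentile 100) in B cell-like cells over both compartments.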

Activated pathways relevant to B cells according to these genes were mostly the ones related to endoplasmic reticulum stress (**Table 3**). In T cells, the most differentially expressed genes in septic mice include *Cxcl2*, *Emb*, *Junb*, *Vps37b*, *Ifngr1*, *4932438A13Rik*, *Ptpn22*, *Mt1*, *Zeb1*, and *S100a8* (**Figure 2D**, **Supplementary Table 4**). 

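*Cxcl2* had 40 UMIs in CLP and 26 in sham T cell-like cells of the spleen, and was 2.31-fold higher (95% interval 1.38 to 3.94) there in CLP mice. *S100a8* was at 378 CPM (95% interval 358 to 399) in CLP and 556 CPM (95% interval 535 to 577) in sham T cell-like cells of the spleen, 0.680 times the sham level (0.636 to 0.727). Over both compartments it was 0.728 times, and it changed direction where cells were clustered on log-normalized values (log2 ratio 0.79) or whole clusters were named (6.01). The CLP and sham levels in the spleen are 0.291% and 0.324% of those in neutrophil-like cells of the same library, near the medians of 0.307% and 0.338% for 10 transcripts abundant in neutrophils. *Mt1* (chromosome 8 from 94179082 to 94180327) was 25.0-fold higher (95% interval 16.8 to 38.7), *Vps37b* (chromosome 5 from 124004641 to 124032270) 5.61-fold higher (95% interval 5.04 to 6.27) and *Zeb1* 5.06-fold higher (95% interval 4.46 to 5.75) in CLP T cell-like cells of the spleen. *Emb* (chromosome 13 from 117208536 to 117274415) was 4.82-fold higher (95% interval 4.53 to 5.13) and *Junb* 4.45-fold higher (95% interval 4.08 to 4.87). *Ifngr1*, *4932438A13Rik* and *Ptpn22* had ratios of 4.91, 4.28 and 3.71. Of the 30 genes of Supplementary Table 4, which was chosen on these libraries, 29 were higher in CLP mice within the spleen, with a median log2 ratio of 2.12. Among all eligible genes the largest ratios within the spleen were those of *Ramp3* (33.7), *Mt1*, *Crem* (13.5), *Ctla4* and *Atp2b4*. The smallest were those of *Ly6c2* (0.111), *Dynll1*, *S100a6*, *Lgals1* and *Cd52* (0.180). Of these T cell-like cells, 70.2% of the CLP ones lay in cluster 12, with no sham ones, and 66.5% of the sham ones in cluster 3. They shared mainly cluster 9, with 28.3% of the CLP and 33.5% of the sham cells. The ratios are thus not known to be between cells of the same kind.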

The activated pathways in T cells of septic mice were the ones related to inflammatory signaling such as NF-κB, responses to PAMPs, and acute lung injury (**Table 4**). 

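In T cell-like cells, 20 of 21 NF-κB target genes were higher in CLP mice, with a median log2 ratio of 1.16 (percentile 100) over both compartments. The response to lipopolysaccharide had a median of 1.05 (percentile 100), and within the spleen 0.99 (percentile 100). The median of all genes was 0.046. Transcripts abundant in neutrophils had a median of −0.33 (percentile 6.24) in the same cells, and transcripts abundant in B cells −0.69 (percentile 0.14).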

Overall, in sepsis different kinds of cells are activated and exhibited enhanced inflammatory signaling pathways in response to inflammatory mediators and circulatory failure.

**Figure 2:**
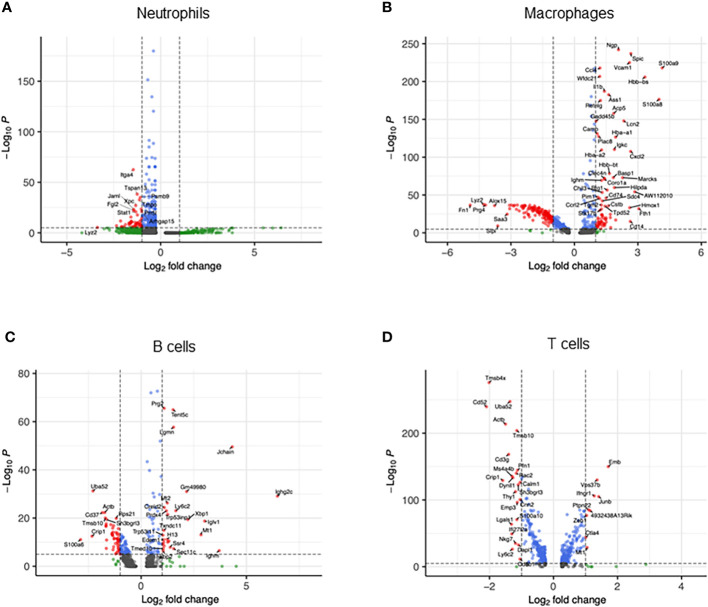
Transcriptomic heterogeneity caused by sepsis. Volcano plots showing the differentially expressed genes of CLP vs. sham in **(A)** neutrophils, **(B)** macrophages, **(C)** B cells, and **(D)** T cells.

**Table 1:** Differentially expressed pathways in septic neutrophils.

pathway	NES
HALLMARK_TNFA_SIGNALING_VIA_NFKB	3.26
GALINDO_IMMUNE_RESPONSE_TO_ENTEROTOXIN	3.09
SEKI_INFLAMMATORY_RESPONSE_LPS_UP	2.89
GROSS_HYPOXIA_VIA_ELK3_DN	2.86
NEMETH_INFLAMMATORY_RESPONSE_LPS_UP	2.83
GROSS_HYPOXIA_VIA_ELK3_AND_HIF1A_UP	2.63
GOBP_INFLAMMATORY_RESPONSE	2.57
HALLMARK_INFLAMMATORY_RESPONSE	2.49
GOBP_CELLULAR_RESPONSE_TO_INTERLEUKIN_1	2.49
GOMF_CYTOKINE_ACTIVITY	2.48
FOSTER_TOLERANT_MACROPHAGE_UP	2.45
REL_TARGET_GENES	2.45
GOBP_RESPONSE_TO_INTERLEUKIN_1	2.45
WP_LUNG_FIBROSIS	2.45
GOMF_CYTOKINE_RECEPTOR_BINDING	2.45
PLASARI_TGFB1_TARGETS_1HR_UP	2.43
TABULA_MURIS_SENIS_BLADDER_ENDOTHELIAL_ CELL_AGEING	2.41
RASHI_RESPONSE_TO_IONIZING_RADIATION_2	2.4
LIAN_LIPA_TARGETS_6M	2.4
GOMF_SIGNALING_RECEPTOR_REGULATOR_ACTIVITY	2.4
LIAN_LIPA_TARGETS_3M	2.4
GROSS_ELK3_TARGETS_DN	2.39
GROSS_HYPOXIA_VIA_ELK3_ONLY_UP	2.39
ZHENG_IL22_SIGNALING_UP	2.39
SAFFORD_T_LYMPHOCYTE_ANERGY	2.35
GOBP_PATTERN_RECOGNITION_RECEPTOR_ SIGNALING_PATHWAY	2.35
GERY_CEBP_TARGETS	2.34
GROSS_HYPOXIA_VIA_HIF1A_DN	2.34
RASHI_RESPONSE_TO_IONIZING_RADIATION_1	2.33
HALLMARK_HYPOXIA	2.33

NES, normalized enrichment score.

**Table 2:** Differentially expressed pathways in septic macrophages.

pathway	NES
TABULA_MURIS_SENIS_LIVER_MYELOID_LEUKOCYTE_AGEING	2.99
GALINDO_IMMUNE_RESPONSE_TO_ENTEROTOXIN	2.97
SEKI_INFLAMMATORY_RESPONSE_LPS_UP	2.75
TABULA_MURIS_SENIS_HEART_AND_AORTA_CARDIOMYOCYTE_AGEING	2.64
TABULA_MURIS_SENIS_MARROW_PRECURSOR_B_CELL_AGEING	2.56
TABULA_MURIS_SENIS_LIMB_MUSCLE_MACROPHAGE_AGEING	2.55
TABULA_MURIS_SENIS_GONADAL_ADIPOSE_TISSUE_MYELOID_CELL_AGEING	2.54
HALLMARK_TNFA_SIGNALING_VIA_NFKB	2.54
TABULA_MURIS_SENIS_BLADDER_ENDOTHELIAL_CELL_AGEING	2.46
TABULA_MURIS_SENIS_SPLEEN_CD8_POSITIVE_ALPHA_BETA_T_CELL_AGEING	2.45
RASHI_NFKB1_TARGETS	2.42
WP_LUNG_FIBROSIS	2.4
GOBP_PEPTIDYL_CYSTEINE_MODIFICATION	2.36
GOBP_RESPONSE_TO_HYDROGEN_PEROXIDE	2.36
TABULA_MURIS_SENIS_SUBCUTANEOUS_ADIPOSE_TISSUE_MYELOID_CELL_AGEING	2.36
TABULA_MURIS_SENIS_SPLEEN_T_CELL_AGEING	2.35
TABULA_MURIS_SENIS_BLADDER_BLADDER_UROTHELIAL_CELL_AGEING	2.33
HOUSTIS_ROS	2.33
GOBP_TRANSITION_METAL_ION_HOMEOSTASIS	2.33
GOBP_IRON_ION_HOMEOSTASIS	2.33
TABULA_MURIS_SENIS_KIDNEY_KIDNEY_DISTAL_CONVOLUTED_TUBULE_EPITHELIAL_CELL_AGEING	2.31
CHYLA_CBFA2T3_TARGETS_DN	2.31
TABULA_MURIS_SENIS_MARROW_HEMATOPOIETIC_PRECURSOR_CELL_AGEING	2.3
JIANG_AGING_HYPOTHALAMUS_UP	2.3
TABULA_MURIS_SENIS_LUNG_MATURE_NK_T_CELL_AGEING	2.3
GOBP_RESPONSE_TO_REACTIVE_OXYGEN_SPECIES	2.25
VILIMAS_NOTCH1_TARGETS_UP	2.24
TABULA_MURIS_SENIS_MARROW_MACROPHAGE_AGEING	2.24
TABULA_MURIS_SENIS_SPLEEN_CD4_POSITIVE_ALPHA_BETA_T_CELL_AGEING	2.23
GOBP_CELLULAR_TRANSITION_METAL_ION_HOMEOSTASIS	2.22

NES, normalized enrichment score.

**Table 3:** Differentially expressed pathways in septic B cells.

pathway	NES
PASQUALUCCI_LYMPHOMA_BY_GC_STAGE_UP	3.83
GOCC_ENDOPLASMIC_RETICULUM_PROTEIN_CONTAINING_COMPLEX	2.93
MORI_PLASMA_CELL_UP	2.92
LAZARO_GENETIC_MOUSE_MODEL_HIGH_GRADE_LARGE_CELL_NEUROENDOCRINE_LUNG_CARCINOMA_UP	2.68
REACTOME_BINDING_AND_UPTAKE_OF_LIGANDS_BY_SCAVENGER_RECEPTORS	2.67
GOBP_ENDOPLASMIC_RETICULUM_TO_CYTOSOL_TRANSPORT	2.66
VANASSE_BCL2_TARGETS_UP	2.57
GOBP_PROTEIN_EXIT_FROM_ENDOPLASMIC_RETICULUM	2.55
GOBP_RESPONSE_TO_ENDOPLASMIC_RETICULUM_STRESS	2.53
GOCC_NUCLEAR_OUTER_MEMBRANE_ENDOPLASMIC_RETICULUM_MEMBRANE_NETWORK	2.51
GOCC_ENDOPLASMIC_RETICULUM_CHAPERONE_COMPLEX	2.51
GOMF_IMMUNOGLOBULIN_RECEPTOR_BINDING	2.49
GOCC_IMMUNOGLOBULIN_COMPLEX	2.47
REACTOME_ROLE_OF_PHOSPHOLIPIDS_IN_PHAGOCYTOSIS	2.47
QI_PLASMACYTOMA_DN	2.46
GOBP_PHAGOCYTOSIS_RECOGNITION	2.45
GOCC_INTRINSIC_COMPONENT_OF_ENDOPLASMIC_RETICULUM_MEMBRANE	2.44
GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_PEPTIDE_ANTIGEN_VIA_MHC_CLASS_IB	2.42
chr16A3	2.4
BURTON_ADIPOGENESIS_3	2.4
BOYLAN_MULTIPLE_MYELOMA_PCA3_DN	2.4
SHIN_B_CELL_LYMPHOMA_CLUSTER_2	2.4
GOCC_MHC_CLASS_I_PROTEIN_COMPLEX	2.39
GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_VIA_MHC_CLASS_IB	2.39
GOBP_ERAD_PATHWAY	2.37
GOBP_COMPLEMENT_ACTIVATION	2.35
chr8C5	2.34
GOCC_ENDOPLASMIC_RETICULUM_LUMEN	2.34
GOMF_ANTIGEN_BINDING	2.33
GOBP_DEFENSE_RESPONSE_TO_BACTERIUM	2.33

NES, normalized enrichment score.

**Table 4:** Differentially expressed pathways in septic T cells.

pathway	NES
HALLMARK_TNFA_SIGNALING_VIA_NFKB	2.7
GROSS_HYPOXIA_VIA_ELK3_DN	2.56
RASHI_RESPONSE_TO_IONIZING_RADIATION_2	2.55
GALINDO_IMMUNE_RESPONSE_TO_ENTEROTOXIN	2.51
SEKI_INFLAMMATORY_RESPONSE_LPS_UP	2.51
MCDOWELL_ACUTE_LUNG_INJURY_UP	2.42
YAO_TEMPORAL_RESPONSE_TO_PROGESTERONE_CLUSTER_1	2.37
CHIARADONNA_NEOPLASTIC_TRANSFORMATION_KRAS_CDC25_DN	2.34
GROSS_ELK3_TARGETS_DN	2.33
RASHI_NFKB1_TARGETS	2.28
MARSON_FOXP3_TARGETS_DN	2.27
VARELA_ZMPSTE24_TARGETS_UP	2.27
GOBP_CELLULAR_TRANSITION_METAL_ION_HOMEOSTASIS	2.26
GOBP_RESPONSE_TO_MOLECULE_OF_BACTERIAL_ORIGIN	2.23
GERY_CEBP_TARGETS	2.2
TABULA_MURIS_SENIS_HEART_AND_AORTA_SMOOTH_MUSCLE_CELL_AGEING	2.19
MA_MYELOID_DIFFERENTIATION_DN	2.19
ABBUD_LIF_SIGNALING_1_UP	2.17
TABULA_MURIS_SENIS_BLADDER_ENDOTHELIAL_CELL_AGEING	2.16
GOBP_TRANSITION_METAL_ION_HOMEOSTASIS	2.15
LIAN_LIPA_TARGETS_6M	2.14
GOBP_INFLAMMATORY_RESPONSE	2.13
GOBP_REGULATION_OF_NUCLEAR_TRANSCRIBED_MRNA_POLY_A_TAIL_SHORTENING	2.13
GOBP_CYTOPLASMIC_PATTERN_RECOGNITION_RECEPTOR_SIGNALING_PATHWAY	2.13
LIAN_LIPA_TARGETS_3M	2.13
GOBP_POSITIVE_REGULATION_OF_ERYTHROCYTE_DIFFERENTIATION	2.13
GOBP_IRON_ION_HOMEOSTASIS	2.12
ZHENG_FOXP3_TARGETS_IN_THYMUS_UP	2.12
CHYLA_CBFA2T3_TARGETS_DN	2.12
MIR_467A_3P	2.11

NES, normalized enrichment score.

### Neutrophil subset analysis

To explore potential subsets within a cell type, we individually subjected each cell type to further classification. 

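Neutrophil-like cells were clustered again by the same steps, with the genes of Supplementary Table 5 left out of the features so that clusters were not built on the genes then reported. The lowest resolution tried, 0.05, gave 6 clusters, of 1756, 1546, 1116, 683, 475 and 318 cells. Each was set beside the subset of the paper whose listed genes were most often higher in it than in the other neutrophil-like cells. In the first of them 19 of 20 genes of subset #3 and 18 of 20 genes of subset #0 were higher. The second and the fourth had 17 and 20 of the 20 genes of #1 higher, the fifth 12 of the 14 of #2, and the third and the sixth 14 and 20 of the 20 of #3. No cluster was closest to #0.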

We found that neutrophils consisted of four clusters (**Figure 3A**). 

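With no cluster closest to the list of subset #0, its 20 genes were compared between libraries. In neutrophil-like cells, 17 of the 20 were highest in the peritoneal cavity of CLP mice, 3 in the spleen of sham mice and 0 in the spleen of CLP mice. Their median level in the peritoneal cavity of CLP mice was 3.51 above the mean of the other libraries on the log2 scale. The cluster with the most of them higher was also the largest, and 78.1% of its cells came from the peritoneal cavity of CLP mice (95% interval 76.1 to 80.0).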

Cluster #0 was the major population and almost exclusively found in the peritoneal cavity of septic mice (**Figure 3B**), suggesting that this subtype plays a dominant role specifically at the site of infection. On the other hand, cluster #1 was found in both peritoneal cavity and spleen (**Figure 3B**), suggesting that this subset may migrate and localize in different compartments transiently. cluster #2 was almost exclusively found in the peritoneal cavity of septic mice similar to cluster #0 (**Figure 3B**). 

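Of the cells set beside #1, 86.0% (95% interval 84.5 to 87.4) came from the peritoneal cavity of CLP mice, 8.70% (95% interval 7.57 to 9.95) from the spleen of CLP mice and 5.29% from the spleen of sham mice. They were 57.7% of the neutrophil-like cells of the spleen of CLP mice (95% interval 52.3 to 63.1) and 40.7% of those of the peritoneal cavity of CLP mice. The cells set beside #2 were from the peritoneal cavity of CLP mice for 94.1% (95% interval 91.6 to 96.0). The share of #1 in the peritoneal cavity of CLP mice moved most where no batch correction was made, to 100%, or where cells were clustered on log-normalized values, to 69.0%.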

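The clusters set beside subset #3 had 73.7% (95% interval 72.1 to 75.2) of their cells from the peritoneal cavity of CLP mice, 22.2% (95% interval 20.8 to 23.7) from the spleen of sham mice and 4.11% (95% interval 3.44 to 4.85) from the spleen of CLP mice. They held 84.0% of the neutrophil-like cells of the spleen of sham mice (95% interval 81.3 to 86.4) and 49.9% of those of the peritoneal cavity of CLP mice. The share from the peritoneal cavity of CLP mice was 18.7% without batch correction and 90.9% with the listed genes kept in the features, the lowest and the highest among the alternatives. Taken by library, 17 of the 20 genes of #3 were highest in the spleen of CLP mice.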

Cluster #3, the smallest population, was mostly found in the peritoneal cavity of septic mice but also to a lesser extent in the spleen of sham and septic mice (**Figure 3B**). Next, we listed the most differentially expressed genes for each cluster compared with the rest of neutrophils. In cluster #0, *Csf3*, *Chka*, *Hmox1*, *Hcar2*, *Camp*, *Cstb*, *Gde1*, *Gadd45g*, *Cpeb4*, and *Syne1* were the most upregulated genes (**Supplementary Table 5**). 

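*Csf3* (chromosome 11 from 98701263 to 98703629) was at 1249 CPM (95% interval 1235 to 1263) in the neutrophil-like cells of the peritoneal cavity of CLP mice, 3.12 CPM (95% interval 1.71 to 5.23) in the spleen of CLP mice and 0.102 CPM (95% interval 0.00258 to 0.567) in the spleen of sham mice. *Hmox1* was at 1358 CPM (95% interval 1343 to 1373), 49.5 CPM and 21.5 CPM in the same order, and *Hcar2* at 1706 CPM, 15.8 CPM and 3.97 CPM. *Camp*, a granule protein gene of maturing neutrophils, was at 41108 CPM (95% interval 40982 to 41236) in the spleen of sham mice and 961 CPM (95% interval 949 to 974) in the peritoneal cavity of CLP mice. In the largest cluster *Camp* was at 22593 CPM (95% interval 22515 to 22672) and *Csf3* at 706 CPM (95% interval 692 to 720.0), whereas in the cluster set beside #2 they were at 2039.6 CPM and 1416 CPM. The largest cluster had 15.5% of its cells from the spleen of sham mice and 6.38% from that of CLP mice. Neutrophil-like cells there held 11649 and 13358.5 UMIs per cell, against 5100 in the peritoneal cavity of CLP mice. Its sums thus mix libraries, and its *Camp* and *Csf3* need not be of the same cells.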

Positively differential pathways in this cluster were the ones related to iron uptake, transport and homeostasis, secondary lysosome and amino acid regulation by mammalian target of rapamycin complex 1 (mTORC1), and glycolysis and glucogenesis (**Table 5**). 

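Genes of iron handling, among them ferritins and the proton pump of lysosomes, had a median log2 ratio of 1.32 (percentile 99.8) in CLP over sham neutrophil-like cells over both compartments, and 0.19 (percentile 40.5) within the spleen. Glycolysis genes had a median of 0.85 (percentile 92.4) over both and 0.35 (percentile 84.4) within the spleen. In the largest cluster, relative to the other neutrophil-like cells, the medians were −0.17 for iron handling and −0.15 for glycolysis, at percentiles 26.1 and 57.6. That cluster mixes cells of the spleen and of the peritoneal cavity, so these medians need not be of a single kind of cell.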

In cluster #1, the most upregulated genes were *Il1b*, *Pou2f2*, *Emp3*, *Ifitm1, Gm19951, Nr4a1, Pglyrp1, Prr13, S100a6*, and *Klf2* (**Supplementary Table 5**). 

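*Il1b* was at 6562 CPM (95% interval 6466 to 6659) and 2799 CPM (95% interval 2765 to 2833) in the 2 clusters set beside #1 and between 719.7 CPM and 2019 CPM in the other clusters. *Klf2* was at 1563 CPM (95% interval 1516 to 1610.4) and 1164 CPM (95% interval 1142 to 1186) in them, and *Pglyrp1* at 831 CPM and 1014 CPM, against 1499.7 CPM in the largest cluster. By library, 13 of the 20 genes of #1 were highest in the peritoneal cavity of CLP mice.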

The activated pathways were the ones related to cell aging, negative regulation of protein serine/threonine kinase, e.g., MAPK, and immunoregulatory cell–cell interaction (**Table 5**). 

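*Orm1*, *Plin2* and *Cd63* were at 1722 CPM (95% interval 1662 to 1783), 1289 CPM (95% interval 1237 to 1342) and 1106 CPM (95% interval 1059 to 1156) in the cluster set beside #2, and at 981 CPM, 674 CPM and 803 CPM in the largest cluster. *Saa3* was at 2585 CPM (95% interval 2512 to 2659.7), within the range of the other clusters, which went from 864 CPM to 2711 CPM. *Il10* (chromosome 1 from 131019845 to 131024974) was at 1367 CPM (95% interval 1314 to 1422), the highest of the 6 clusters. All 14 listed genes of #2 were highest in the peritoneal cavity of CLP mice among the libraries.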

In cluster #2, *Saa3, Orm1, Il10, Plin2, Csf3, Sod2, Lamp1, Gde1, Fnip2*, and *Cd63* were the most upregulated genes (**Supplementary Table 5**). The activated pathways in this cluster were the ones related to hematopoietic late progenitor cells, protein–lipid complex, plasminogen activation, inflammatory response, and fever generation (**Table 5**). 

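In the cluster set beside #2, genes of the response to lipopolysaccharide had a median log2 ratio of 0.29 over the other neutrophil-like cells, at percentile 65.6 of the random lists, and NF-κB target genes 0.56, at percentile 98.5. Genes of the extracellular matrix and coagulation had a median of 0.64 at percentile 100, and hypoxia response genes 0.72 at percentile 100.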

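*Edn1* (chromosome 13 from 42301476 to 42307990) was at 629 CPM (95% interval 595 to 664) in the sixth cluster and at 127 CPM (95% interval 121 to 133) and 96.0 CPM (95% interval 89.5 to 103) in the other clusters set beside #3. *Rpsa*, *Rpl13* and *Rps24*, which encode ribosomal proteins, were at 1517 CPM (95% interval 1497 to 1537), 1442 CPM (95% interval 1422 to 1462) and 1385 CPM (95% interval 1366 to 1405) in the largest of these clusters and at 135 CPM, 201 CPM and 313 CPM in the fourth cluster. The median log2 ratio of ribosomal protein genes over the other neutrophil-like cells was 1.19 in the largest cluster (percentile 100), −0.38 in the third and 0.15 in the sixth. DNA replication genes had a median of 3.08 in the largest cluster. As the sums of that cluster mix cells of the spleen and of the peritoneal cavity, its medians need not be of a single kind of cell. In the sixth, transcripts abundant in B cells had a median of 3.73, and the list was lower than in the rest in each of the other 5.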

In cluster #3, *Edn1*, *Rpsa*, *Rpl13*, *Spp1, Rpl32, Rps24, Rps20, Rps19, Rps8*, and *Rplp0* were the most upregulated genes (**Supplementary Table 5**), which reflected the activated pathways related to ribosome (**Table 5**). Taken together, neutrophils consist of different kinds of subsets, which include enhanced effector functions or immunoregulatory properties as well as altered cell metabolism.

**Figure 3:**
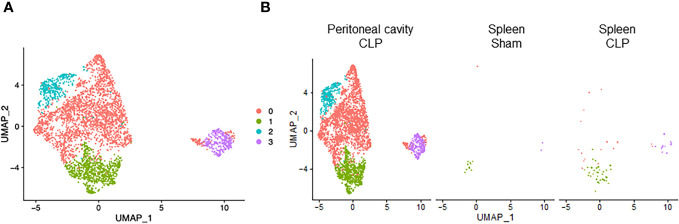
Distribution of neutrophil subsets. UMAP plots showing the subsets of neutrophils in **(A)** all groups combined and **(B)** each group.

**Table 5:** Differentially expressed pathways in neutrophil subsets.

CL	pathway	NES
0	REACTOME_IRON_UPTAKE_AND_TRANSPORT	2.29
0	GOCC_SECONDARY_LYSOSOME	2.24
0	GOBP_TRANSITION_METAL_ION_HOMEOSTASIS	2.23
0	REACTOME_AMINO_ACIDS_REGULATE_MTORC1	2.2
0	GOBP_CELLULAR_TRANSITION_METAL_ION_HOMEOSTASIS	2.2
0	GOBP_PEPTIDE_CROSS_LINKING	2.18
0	GOCC_PEPTIDASE_INHIBITOR_COMPLEX	2.18
0	MODY_HIPPOCAMPUS_POSTNATAL	2.13
0	WP_GLYCOLYSIS_AND_GLUCONEOGENESIS	2.12
0	GOCC_AUTOLYSOSOME	2.08
0	GOMF_CYSTEINE_TYPE_ENDOPEPTIDASE_INHIBITOR_ACTIVITY	2.06
0	ZFP617_TARGET_GENES	2.02
0	TABULA_MURIS_SENIS_BLADDER_ENDOTHELIAL_CELL_AGEING	2.01
0	GROSS_HYPOXIA_VIA_ELK3_DN	1.99
0	GOBP_NEGATIVE_REGULATION_OF_OXIDOREDUCTASE_ACTIVITY	1.87
0	REACTOME_TRANSPORT_OF_SMALL_MOLECULES	1.86
0	REACTOME_DOWNREGULATION_OF_SMAD2_3_SMAD4_TRANSCRIPTIONAL_ACTIVITY	1.86
0	REACTOME_PEXOPHAGY	1.85
0	GOBP_COLLATERAL_SPROUTING	1.84
0	GOBP_ETHANOLAMINE_CONTAINING_COMPOUND_METABOLIC_PROCESS	1.63
1	TABULA_MURIS_SENIS_SUBCUTANEOUS_ADIPOSE_TISSUE_MYELOID_CELL_AGEING	2.66
1	TABULA_MURIS_SENIS_MAMMARY_GLAND_STROMAL_CELL_AGEING	2.43
1	TABULA_MURIS_SENIS_MAMMARY_GLAND_MACROPHAGE_AGEING	2.42
1	LAZARO_GENETIC_MOUSE_MODEL_HIGH_GRADE_SMALL_CELL_NEUROENDOCRINE_LUNG_CARCINOMA_DN	2.35
1	TABULA_MURIS_SENIS_LUNG_B_CELL_AGEING	2.33
1	GOBP_NEGATIVE_REGULATION_OF_MAP_KINASE_ACTIVITY	2.32
1	BOYLAN_MULTIPLE_MYELOMA_D_DN	2.31
1	REACTOME_IMMUNOREGULATORY_INTERACTIONS_BETWEEN_A_LYMPHOID_AND_A_NON_LYMPHOID_CELL	2.28
1	GOCC_CYTOPLASMIC_SIDE_OF_MEMBRANE	2.26
1	TABULA_MURIS_SENIS_SPLEEN_CD4_POSITIVE_ALPHA_BETA_T_CELL_AGEING	2.2
1	GOBP_NEGATIVE_REGULATION_OF_PROTEIN_SERINE_THREONINE_KINASE_ACTIVITY	2.19
1	QI_PLASMACYTOMA_UP	2.17
1	GOBP_REGULATION_OF_INSULIN_RECEPTOR_SIGNALING_PATHWAY	2.16
1	GOMF_ACTIN_BINDING	2.16
1	GOCC_EXTRINSIC_COMPONENT_OF_CYTOPLASMIC_SIDE_OF_PLASMA_MEMBRANE	2.15
1	TORCHIA_TARGETS_OF_EWSR1_FLI1_FUSION_UP	2.13
1	GOBP_REGULATION_OF_PLATELET_ACTIVATION	2.13
1	GOCC_SIDE_OF_MEMBRANE	2.13
1	GOBP_REGULATION_OF_CELL_MORPHOGENESIS	2.13
1	GOBP_RESPONSE_TO_ORGANOPHOSPHORUS	2.12
2	IVANOVA_HEMATOPOIESIS_LATE_PROGENITOR	2.46
2	GOCC_PROTEIN_LIPID_COMPLEX	2.29
2	GOBP_PLASMINOGEN_ACTIVATION	2.05
2	REACTOME_SYNTHESIS_OF_15_EICOSATETRAENOIC_ACID_DERIVATIVES	-1.62
2	BIERIE_INFLAMMATORY_RESPONSE_TGFB1	-1.63
2	GOBP_POSITIVE_REGULATION_OF_FEVER_GENERATION	-1.63
2	GOBP_POSITIVE_REGULATION_OF_HEAT_GENERATION	-1.63
2	GOBP_REGULATION_OF_FEVER_GENERATION	-1.63
2	GOBP_REGULATION_OF_HEAT_GENERATION	-1.63
2	SHIN_B_CELL_LYMPHOMA_CLUSTER_6	-1.63
2	GOMF_NITRIC_OXIDE_SYNTHASE_REGULATOR_ACTIVITY	-1.82
2	GOBP_APOPTOTIC_PROCESS	-1.82
2	GOBP_NEGATIVE_REGULATION_OF_MOLECULAR_FUNCTION	-1.9
2	ELL2_TARGET_GENES	-1.91
2	LAZARO_GENETIC_MOUSE_MODEL_HIGH_GRADE_SMALL_CELL_NEUROENDOCRINE_LUNG_CARCINOMA_DN	-1.91
2	NFATC2_TARGET_GENES	-1.92
2	GOBP_RESPONSE_TO_INTERLEUKIN_17	-1.93
2	TABULA_MURIS_SENIS_LIVER_NK_CELL_AGEING	-1.97
2	GOBP_POSITIVE_REGULATION_OF_P38MAPK_CASCADE	-1.99
2	TABULA_MURIS_SENIS_LIMB_MUSCLE_T_CELL_AGEING	-2
3	GOCC_RIBOSOMAL_SUBUNIT	3.76
3	GOCC_RIBOSOME	3.75
3	GOMF_STRUCTURAL_CONSTITUENT_OF_RIBOSOME	3.75
3	GOCC_CYTOSOLIC_RIBOSOME	3.74
3	WP_CYTOPLASMIC_RIBOSOMAL_PROTEINS	3.72
3	GOMF_STRUCTURAL_MOLECULE_ACTIVITY	3.68
3	REACTOME_NONSENSE_MEDIATED_DECAY_NMD_INDEPENDENT_OF_THE_EXON_JUNCTION_COMPLEX_EJC	3.66
3	REACTOME_MAJOR_PATHWAY_OF_RRNA_PROCESSING_IN_THE_NUCLEOLUS_AND_CYTOSOL	3.64
3	GOBP_CYTOPLASMIC_TRANSLATION	3.64
3	REACTOME_SRP_DEPENDENT_COTRANSLATIONAL_PROTEIN_TARGETING_TO_MEMBRANE	3.63
3	REACTOME_NONSENSE_MEDIATED_DECAY_NMD	3.6
3	REACTOME_FORMATION_OF_A_POOL_OF_FREE_40S_SUBUNITS	3.59
3	REACTOME_EUKARYOTIC_TRANSLATION_INITIATION	3.58
3	REACTOME_TRANSLATION	3.54
3	GOCC_CYTOSOLIC_LARGE_RIBOSOMAL_SUBUNIT	3.43
3	GOCC_LARGE_RIBOSOMAL_SUBUNIT	3.41
3	TABULA_MURIS_SENIS_KIDNEY_EPITHELIAL_CELL_OF_PROXIMAL_TUBULE_AGEING	3.39
3	TABULA_MURIS_SENIS_THYMUS_PROFESSIONAL_ANTIGEN_PRESENTING_CELL_AGEING	3.38
3	TABULA_MURIS_SENIS_SPLEEN_NK_CELL_AGEING	3.34
3	BILANGES_SERUM_AND_RAPAMYCIN_SENSITIVE_GENES	3.33

CL, cluster; NES, normalized enrichment score.

### Macrophage subset analysis

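Macrophage-like cells, clustered again without the genes of Supplementary Table 6 among the features at a resolution of 0.05, fell into 7 clusters of 1229, 1225, 370, 258, 249, 52 and 48 cells. Of 20 listed genes per subset, 18 of #2 were higher in the first cluster, 15, 13 and 16 of #1 in the next 3, and 20 and 19 of #3 in the fifth and sixth. The seventh was set beside #0, although only 9 of the 20 genes of #0 were higher in it.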

Macrophages consisted of four clusters (**Figure 4A**). Two major clusters, cluster #0 and #1, were mostly found in the peritoneal cavity of sham mice (**Figure 4B**), suggesting they are bona fide peritoneal resident macrophages. 

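The cells set beside #1 came from the peritoneal cavity of sham mice for 98.3% (95% interval 97.6 to 98.8), and they held 56.8% of the macrophage-like cells of that library. The 48 cells set beside #0 came from it for 95.8% (95% interval 85.7 to 99.5). By library, 14 of the 20 genes of #0 and 17 of the 20 of #1 were highest in the peritoneal cavity of sham mice.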

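The cluster set beside #2 held 70.3% of the macrophage-like cells of the spleen of sham mice (95% interval 62.2 to 77.6), 75.6% of those of the spleen of CLP mice (95% interval 64.6 to 84.7) and 33.3% of those of the peritoneal cavity of sham mice (95% interval 31.7 to 35.0). As the peritoneal cavity of sham mice gave most macrophage-like cells, it also gave 86.9% (95% interval 84.9 to 88.7) of the cells in this cluster. Without batch correction it gave 5.85% of the cells set beside #2, the lowest among the alternatives, and the highest was 90.05%.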

Cluster #2 was the main population in the spleen of sham and CLP mice and also found in the peritoneal cavity of sham mice (**Figure 4B**), indicating that this population may have motility. 

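The clusters set beside #3 by the genes that Supplementary Table 6 lists for it held 301 cells. Of these 90.7% (95% interval 86.8 to 93.7) came from the peritoneal cavity of sham mice, 8.97% (95% interval 5.99 to 12.8) from the spleen of sham mice and 0.332% (95% interval 0.00841 to 1.84) from the spleen of CLP mice. No group of cells of the peritoneal cavity of CLP mice was named macrophage-like, so none entered this clustering.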

Cluster #3, the smallest population, was mostly found in the peritoneal cavity of CLP mice (**Figure 4B**), suggesting they are specific to the site of infection. In cluster #0, the most upregulated genes were *Slpi*, *Chil3*, *S100a4*, *S100a6*, *Fabp5*, *Prtn3*, *Apoc2*, *Cd52*, *Tmem176b*, and *Fabp4* (**Supplementary Table 6**). 

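*Slpi*, *Chil3* and *Fabp5* were at 13654 CPM (95% interval 13620.0 to 13688), 59.2 CPM (95% interval 57.0 to 61.5) and 674 CPM (95% interval 666 to 681) in the macrophage-like cells of the peritoneal cavity of sham mice and at 573 CPM, 91.4 CPM and 299 CPM in those of the spleen of sham mice. Within the clusters *Slpi* went from 5555 CPM in the sixth to 17933 CPM in the fifth, and it was at 16726 CPM (95% interval 16406 to 17050.0) in the cluster set beside #0.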

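The cluster set beside #0, with 9 of its 20 genes higher and a median log2 ratio of −0.032 for them, does not resemble it, and 11 were higher in the second and in the fifth cluster, set beside #1 and #3. In the cluster set beside #0, ribosomal protein genes had a median log2 ratio of −0.24 over the other macrophage-like cells, at percentile 0 of the random lists. The median was 0.058 in the largest cluster, −0.0050 in the second, 0.038 in the fourth and 0.017 in the fifth. Genes of protein targeting by the signal recognition particle and of cell aging have no list of their own.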

Activated pathways in this cluster were signal-recognition particle (SPR)-dependent cotranslational protein targeting the membrane, ribosome, and cell aging (**Table 6**). In cluster #1, the most upregulated genes were *Cxcl13, Apoc1, Vsig4, Wnt2, Tgfb2, Timd4, C4b, Cald1, Scn1b*, and *Cdkn2a* (**Supplementary Table 6**). 

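*Cxcl13* (chromosome 5 from 95956951 to 95961068) was at 498 CPM (95% interval 487 to 508), 657 CPM (95% interval 636 to 679) and 448 CPM (95% interval 425 to 473) in the 3 clusters set beside #1, and at 163 CPM (95% interval 152 to 175) in the fifth cluster and 78.8 CPM (95% interval 58.3 to 104) in the seventh. *Timd4* (chromosome 11 from 46810800 to 46844332) was at 304 CPM, 309 CPM and 294 CPM in them, whereas in the sixth cluster it was at 442 CPM. *Vsig4* was at 451 CPM (95% interval 445 to 457) in the peritoneal cavity of sham mice, 0 CPM in the spleen of sham mice and 0 CPM in the spleen of CLP mice.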

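Genes of the extracellular matrix and coagulation had a median log2 ratio near 0 over the other macrophage-like cells in each of the 3 clusters set beside #1, 0.0031 in the largest, 0.10 in the next and 0.11 in the smallest, at percentiles 41.8, 93.5 and 98.5. Over both compartments the same list had a median of −6.58 in CLP over sham macrophage-like cells. Within the spleen only 5 of its genes had enough UMIs, with a median of −0.18.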

Activated pathways in this cluster were related to extracellular matrix organization, cytokine activity, coagulation, and cell adhesion mediated by integrin (**Table 6**). In cluster #2, the most upregulated genes were *S100a9, S100a8, Cd74, AW112010, Hmox1, Vcam1, Hbb-bs, Marcks, Spic*, and *Aif1* (**Supplementary Table 6**). 

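*Cd74* (chromosome 18 from 60803848 to 60812652) was at 189 CPM (95% interval 182 to 197) and *S100a9* at 54.5 CPM (95% interval 50.7 to 58.5) in the cluster set beside #2, against 50.1 CPM and 0.569 CPM in the largest cluster set beside #1. *Spic* and *Vcam1* (chromosome 3 from 116109949 to 116129688) were at 17.9 CPM (95% interval 15.8 to 20.3) and 36.3 CPM (95% interval 33.2 to 39.6) in it. Both were higher in the fourth cluster, at 58.0 CPM (95% interval 49.8 to 67.1) and 134 CPM (95% interval 121 to 147). *Hbb-bs* was highest in the sixth cluster, at 10157 CPM (95% interval 9931 to 10386), where erythrocyte transcripts had a median log2 ratio of 6.77 over the other macrophage-like cells. The cluster set beside #2 had transcripts abundant in neutrophils at a median of 1.32. By library, 11 of the 20 genes of #2 were highest in the spleen of sham mice and 9 in the spleen of CLP mice.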

Pathways activated in this cluster were cell aging and lymphocyte activation, adhesion, and proliferation (**Table 6**). 

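Supplementary Table 6 gives #3 genes of dividing cells such as *Stmn1* and *Mcm6*. *Stmn1* was at 527 CPM (95% interval 507 to 548) and *Mcm6* at 205 CPM (95% interval 192 to 218) in the larger cluster set beside #3, against 21.1 CPM (95% interval 18.7 to 23.6) and 26.0 CPM (95% interval 23.4 to 28.8) in the cluster set beside #2. In the smaller they were at 60.6 CPM (95% interval 44.4 to 80.9) and 191 CPM (95% interval 161 to 225). *Marcks* and *Aif1* were at 33.9 CPM and 14.8 CPM in the larger cluster and at 62.0 CPM and 32.5 CPM in the one set beside #2.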

In cluster #3, the most upregulated genes were *S100a9, S100a8, Cd74, AW112010, Hmox1, Vcam1, Hbb-bs, Marcks, Spic*, and *Aif1* (**Supplementary Table 6**). Pathways activated in this cluster were E2F and Myc targets (**Table 6**). Together, macrophage subsets exhibit different properties in cell aging, inflammatory activity, and mobility.

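DNA replication genes, many of them E2F targets, had a median log2 ratio of 3.20 over the other macrophage-like cells in the larger cluster set beside #3 and 1.86 in the smaller, both at percentile 100 of the random lists. Targets of Myc have no list of their own. Of the 20 listed genes of #3, 19 were at their highest, among the libraries, in the macrophage-like cells of the spleen of sham mice.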

**Figure 4:**
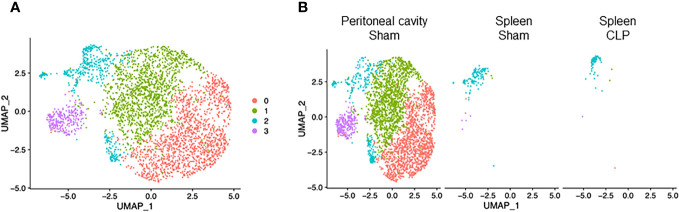
Distribution of macrophage subsets. UMAP plots showing the subsets of macrophages in **(A)** all groups combined and **(B)** each group.

**Table 6:** Differentially expressed pathways in macrophage subsets.

CL	pathway	NES
0	REACTOME_SRP_DEPENDENT_COTRANSLATIONAL_PROTEIN_TARGETING_TO_MEMBRANE	3.48
0	WP_CYTOPLASMIC_RIBOSOMAL_PROTEINS	3.08
0	CHIARADONNA_NEOPLASTIC_TRANSFORMATION_KRAS_CDC25_DN	2.99
0	MCBRYAN_PUBERTAL_TGFB1_TARGETS_DN	2.97
0	TABULA_MURIS_SENIS_MARROW_MEGAKARYOCYTE_ERYTHROID_PROGENITOR_CELL_AGEING	2.96
0	GOCC_CYTOSOLIC_RIBOSOME	2.91
0	REACTOME_NONSENSE_MEDIATED_DECAY_NMD_INDEPENDENT_OF_THE_EXON_JUNCTION_COMPLEX_EJC	2.85
0	TABULA_MURIS_SENIS_MARROW_GRANULOCYTE_AGEING	2.85
0	TABULA_MURIS_SENIS_MARROW_GRANULOCYTOPOIETIC_CELL_AGEING	2.79
0	INGRAM_SHH_TARGETS_DN	2.75
0	GOMF_STRUCTURAL_CONSTITUENT_OF_RIBOSOME	2.73
0	GOCC_CYTOSOLIC_LARGE_RIBOSOMAL_SUBUNIT	2.71
0	HALLMARK_KRAS_SIGNALING_UP	2.69
0	BREDEMEYER_RAG_SIGNALING_NOT_VIA_ATM_DN	2.4
0	TABULA_MURIS_SENIS_MARROW_ERYTHROBLAST_AGEING	2.37
0	REACTOME_FORMATION_OF_FIBRIN_CLOT_CLOTTING_CASCADE	2.37
0	HARRIS_BRAIN_CANCER_PROGENITORS	2.35
0	REACTOME_TRIGLYCERIDE_METABOLISM	2.16
0	GOCC_CHYLOMICRON	2.1
0	BOYLAN_MULTIPLE_MYELOMA_C_D_DN	2.09
1	REACTOME_EXTRACELLULAR_MATRIX_ORGANIZATION	2.5
1	GOMF_CYTOKINE_ACTIVITY	2.5
1	HALLMARK_COAGULATION	2.5
1	MIR_5101	2.47
1	GOMF_HEPARIN_BINDING	2.44
1	GOBP_CELL_ADHESION_MEDIATED_BY_INTEGRIN	2.4
1	GOMF_CARGO_RECEPTOR_ACTIVITY	2.39
1	GOCC_COLLAGEN_CONTAINING_EXTRACELLULAR_MATRIX	2.38
1	GOMF_OPSONIN_BINDING	2.38
1	GOCC_EXTERNAL_ENCAPSULATING_STRUCTURE	2.35
1	GOMF_COMPLEMENT_BINDING	2.35
1	GOBP_REGULATION_OF_CELLULAR_RESPONSE_TO_GROWTH_FACTOR_STIMULUS	2.35
1	GOMF_G_PROTEIN_COUPLED_RECEPTOR_BINDING	2.3
1	REACTOME_ELASTIC_FIBRE_FORMATION	2.3
1	REACTOME_MOLECULES_ASSOCIATED_WITH_ELASTIC_FIBRES	2.3
1	LEE_BMP2_TARGETS_UP	2.29
1	CUI_TCF21_TARGETS_2_DN	2.29
1	AFFAR_YY1_TARGETS_UP	2.27
1	GOBP_INTEGRIN_ACTIVATION	2.26
1	GOBP_TRANSMEMBRANE_RECEPTOR_PROTEIN_SERINE_THREONINE_KINASE_SIGNALING_PATHWAY	2.25
2	TABULA_MURIS_SENIS_LIMB_MUSCLE_MACROPHAGE_AGEING	3.02
2	GOBP_POSITIVE_REGULATION_OF_LYMPHOCYTE_ACTIVATION	2.96
2	ICHIBA_GRAFT_VERSUS_HOST_DISEASE_35D_UP	2.91
2	GOBP_POSITIVE_REGULATION_OF_LEUKOCYTE_CELL_CELL_ADHESION	2.9
2	QI_PLASMACYTOMA_UP	2.88
2	WUNDER_INFLAMMATORY_RESPONSE_AND_CHOLESTEROL_UP	2.88
2	DESCARTES_ORGANOGENESIS_WHITE_BLOOD_CELLS	2.83
2	REACTOME_RHO_GTPASE_EFFECTORS	2.83
2	GOBP_POSITIVE_REGULATION_OF_LEUKOCYTE_PROLIFERATION	2.82
2	TABULA_MURIS_SENIS_SPLEEN_CD8_POSITIVE_ALPHA_BETA_T_CELL_AGEING	2.81
2	TABULA_MURIS_SENIS_SPLEEN_T_CELL_AGEING	2.81
2	LIAN_LIPA_TARGETS_6M	2.79
2	GOBP_LEUKOCYTE_CELL_CELL_ADHESION	2.78
2	LIAN_LIPA_TARGETS_3M	2.78
2	YU_MYC_TARGETS_DN	2.78
2	TABULA_MURIS_SENIS_LIVER_MYELOID_LEUKOCYTE_AGEING	2.77
2	TABULA_MURIS_SENIS_MARROW_HEMATOPOIETIC_PRECURSOR_CELL_AGEING	2.76
2	GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_EXOGENOUS_PEPTIDE_ANTIGEN	2.76
2	GOBP_POSITIVE_REGULATION_OF_CELL_ACTIVATION	2.75
2	TABULA_MURIS_SENIS_MARROW_MONOCYTE_AGEING	2.72
3	HALLMARK_E2F_TARGETS	3.08
3	BURTON_ADIPOGENESIS_3	2.98
3	LAZARO_GENETIC_MOUSE_MODEL_HIGH_GRADE_LARGE_CELL_NEUROENDOCRINE_LUNG_CARCINOMA_UP	2.97
3	HALLMARK_MYC_TARGETS_V1	2.96
3	MARKEY_RB1_ACUTE_LOF_UP	2.93
3	MORI_IMMATURE_B_LYMPHOCYTE_DN	2.9
3	LAZARO_GENETIC_MOUSE_MODEL_HIGH_GRADE_SMALL_CELL_NEUROENDOCRINE_LUNG_CARCINOMA_UP	2.88
3	MORI_LARGE_PRE_BII_LYMPHOCYTE_UP	2.87
3	BERENJENO_TRANSFORMED_BY_RHOA_UP	2.82
3	MORI_PRE_BI_LYMPHOCYTE_UP	2.8
3	GOBERT_OLIGODENDROCYTE_DIFFERENTIATION_UP	2.79
3	HOFFMANN_LARGE_TO_SMALL_PRE_BII_LYMPHOCYTE_UP	2.79
3	HALLMARK_G2M_CHECKPOINT	2.73
3	KAMMINGA_EZH2_TARGETS	2.73
3	KONG_E2F3_TARGETS	2.72
3	ISHIDA_E2F_TARGETS	2.72
3	REACTOME_ACTIVATION_OF_THE_PRE_REPLICATIVE_COMPLEX	2.71
3	GOBP_DNA_REPLICATION	2.71
3	REACTOME_ACTIVATION_OF_ATR_IN_RESPONSE_TO_REPLICATION_STRESS	2.7
3	GOBP_DNA_TEMPLATED_DNA_REPLICATION	2.7

CL, cluster; NES, normalized enrichment score.

### B-cell subset analysis

B cells consisted of four clusters (**Figure 5A**). 

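B cell-like and plasma cell-like cells together, clustered again without the genes of Supplementary Table 7 among the features, fell into 5 clusters at a resolution of 0.1, of 1480, 643, 510, 113 and 34 cells. Of the 20 listed genes per subset, 17 of #1 were higher in the first cluster and 16 in the fifth, 18 of #0 in the third and 20 of #3 in the fourth. The second cluster was set beside #0 with 6 of 20 genes higher, too few to resemble it. For #2, 17 of 20 were higher in the first cluster, as many as for #1. This tie was settled by the larger median log2 ratio, 1.07 for #1 and 0.46 for #2, so no cluster was set beside #2.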

Cluster #0 was found mainly in the spleen of sham mice and to a lesser extent in the peritoneal cavity of sham and spleen of septic mice (**Figure 5B**). 

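Of the third cluster, the one whose genes resembled #0, 79.2% of the cells came from the spleen of sham mice (95% interval 75.4 to 82.7), 1.37% from the spleen of CLP mice and 19.4% from the peritoneal cavity of sham mice. With the second cluster added, the shares were 35.1% (95% interval 32.4 to 38.0), 56.1% (95% interval 53.2 to 59.0) and 8.76% (95% interval 7.19 to 10.5). By library, 15 of the 20 genes of #0 were highest in the spleen of sham mice.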

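The clusters set beside #1 held 77.9% of the B and plasma cell-like cells of the peritoneal cavity of sham mice (95% interval 74.2 to 81.4), 67.2% of those of the spleen of sham mice and 17.7% of those of the spleen of CLP mice. As the spleen of sham mice gave more cells, 62.2% (95% interval 59.7 to 64.7) of the cells in these clusters came from it and 28.0% (95% interval 25.8 to 30.3) from the peritoneal cavity of sham mice. With no batch correction the share from the peritoneal cavity of sham mice was 96.4%. Of the 20 genes of #1, 18 were highest in that library.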

Cluster #1 was found mainly in the peritoneal cavity of sham mice and to a lesser extent in the spleen of sham and septic mice (**Figure 5B**). 

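The fourth cluster, set beside #3, had 113 cells, of which 47.8% (95% interval 38.3 to 57.4) came from the spleen of sham mice, 35.4% (95% interval 26.6 to 45.0) from the spleen of CLP mice and 16.8% (95% interval 10.4 to 25.0) from the peritoneal cavity of sham mice. The 20 genes of #2, beside which no cluster was set, were highest in the spleen of CLP mice for 12.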

Clusters #2 and #3 consisted of a low number of cells and were found in three different samples (**Figure 5B**). B cells are known to be classified into B-1 and B-2 cells. Using the genes identified to be specific for either B-1 and B-2 cells in a previous study (27), clusters #0 and #2 aligned well with B-2 cells and cluster #1 aligned well with B-1 cells (**Supplementary Figure 6**). 

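Lists of 15 genes each for B-1 and B-2 cells were ranked in every cluster against the other B and plasma cell-like cells. In the third cluster, which resembled #0, the B-2 genes had a median log2 ratio of 1.16 (percentile 100) and the B-1 genes −2.14. In the largest cluster, set beside #1, the B-1 genes had a median of 1.01 (percentile 100) and the B-2 genes −0.18 (percentile 2.99), and in the fifth they had 0.82 and −1.38. In the second cluster the medians were −2.61 for B-1 and −0.72 for B-2 genes, lower than in the other cells for both lists. These lists are not the ones of the study that the paper cites. Between CLP and sham B cell-like cells over both compartments, the B-1 genes had a median of −2.48 (percentile 0) and the B-2 genes −1.08 (percentile 0), and within the spleen −0.43 (percentile 2.72) and −0.88 (percentile 0.01).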

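*Ighd*, *Fcer2a* (chromosome 8 from 3681737 to 3694175) and *Mef2c* were at 863 CPM (95% interval 818 to 909), 423 CPM and 1250.1 CPM (95% interval 1196 to 1306) in the third cluster and at 256 CPM (95% interval 246 to 267), 119 CPM (95% interval 112 to 126) and 525 CPM (95% interval 510.4 to 541) in the largest. *Ebf1* was at 1215 CPM (95% interval 1162 to 1269.8) and 688 CPM (95% interval 671 to 705) in these 2 clusters.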

In cluster #0, the most upregulated genes were *Ighd*, *Ebf1*, *Mef2c*, *Fcer2a, Btg1, BE692007, H2-Aa, Vpreb3, H2-Ab1*, and *Cd69* (**Supplementary Table 7**). Pathways activated in this cluster were as follows: mature B lymphocyte, MHC protein complex, plasma cell, large pre-B-2 lymphocytes, protein complex binding (**Table 7**). 

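The 10 genes of MHC class II had a median log2 ratio of 1.01 in the third cluster over the other B and plasma cell-like cells (percentile 100). Between CLP and sham B cell-like cells, 0 of the 10 were higher in CLP mice, with a median of −1.20 (percentile 0) over both compartments and −1.56 (percentile 0) within the spleen.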

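*S100a6* (chromosome 3 from 90612882 to 90624181), *Crip1* and *Vim* were at 2198 CPM (95% interval 2168 to 2229.6), 2204 CPM (95% interval 2173 to 2235) and 795 CPM (95% interval 776 to 814) in the largest cluster and at 3125 CPM (95% interval 2965 to 3292), 3458 CPM (95% interval 3289.6 to 3633) and 1029 CPM (95% interval 938 to 1127) in the fifth. In the third they were at 291 CPM, 851 CPM and 372 CPM.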

In cluster #1, the most upregulated genes were *S100a6*, *Crip1*, *Vim*, *Ahnak*, *Plac8*, *S100a4*, *Iglc1, Lgals1, Tagln2*, and *Lyz2* (**Supplementary Table 7**). 

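Ribosomal protein genes had a median log2 ratio of 0.36 in the larger cluster set beside #1 (percentile 99.9) and −0.15 in the smaller (percentile 0), each over the other B and plasma cell-like cells. Aging has no list of its own.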

Activated pathways according to these genes were related to ribosomes and aging (**Table 7**). 

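*Hmgb2*, *Ncl* and *Npm1* were at 271 CPM (95% interval 260.3 to 282), 939 CPM (95% interval 919 to 959.7) and 1351 CPM (95% interval 1326 to 1375) in the largest cluster and at 166 CPM (95% interval 146 to 187), 542 CPM (95% interval 507 to 579) and 673 CPM (95% interval 634 to 714) in the third. By library, *Ncl* was at 1219.8 CPM (95% interval 1182 to 1259) in B cell-like cells of the spleen of CLP mice, 719 CPM (95% interval 696 to 744) in the spleen of sham mice and 657 CPM (95% interval 634 to 679.9) in the peritoneal cavity of sham mice.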

In cluster #2, the most upregulated genes were *Hmgb2, Ncl, Mif, Npm1, Hist1h1b, Eif5a, Ran, Nme1, Stmn1*, and *Pclaf* (**Supplementary Table 7**). Activated pathways in this cluster were mostly the ones related to cell aging (**Table 7**). In cluster #3, the most upregulated genes were *Jchain*, *Ighg2c, Jchain, Ighg2b, Igkc, Ighm, Slpi, Iglv1, Hsp90b1, Xbp1*, and *Iglc1* (**Supplementary Table 7**). 

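*Jchain* (chromosome 5 from 88519809 to 88527891) was at 22922 CPM (95% interval 22688 to 23159) in the fourth cluster and at 169 CPM (95% interval 161 to 178) in the largest. *Ighg2c* was at 8079 CPM (95% interval 7939.9 to 8219.6) and 467 CPM (95% interval 452 to 481), and *Xbp1* (chromosome 11 from 5520659 to 5525893) at 1254 CPM (95% interval 1199 to 1309.9) and 49.2 CPM (95% interval 44.7 to 54.1). The median of the 20 genes of #3 was 4.30 above the other B and plasma cell-like cells on the log2 scale.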

Activated pathways in this cluster were related to the endoplasmic reticulum (**Table 7**). 

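The genes of the endoplasmic reticulum stress response had a median log2 ratio of 2.25 in the fourth cluster over the other B and plasma cell-like cells, at percentile 100. It was −0.81 in the largest cluster, −0.89 in the second, −0.54 in the third and −0.21 in the fifth.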

Taken together, B cells encompass both B-1 and B-2 cell types, with their respective subsets exhibiting distinct phenotypes indicative of cell maturation or aging. This represents the diverse developmental stages these cells undergo, playing crucial roles in both innate and adaptive immune functions during sepsis.

**Figure 5:**
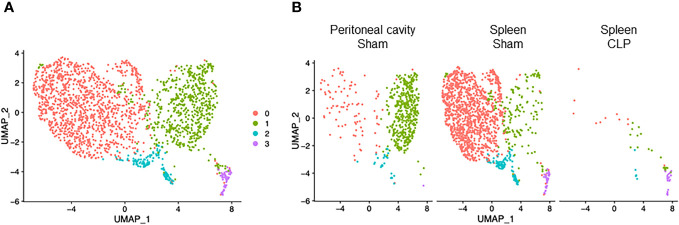
Distribution of B cell subsets. UMAP plots showing the subsets of B cells in **(A)** all groups combined and **(B)** each group.

**Table 7:** Differentially expressed pathways in B cell subsets.

CL	pathway	NES
0	MORI_MATURE_B_LYMPHOCYTE_UP	3.41
0	MORI_PLASMA_CELL_DN	3.18
0	YU_MYC_TARGETS_DN	3.17
0	GOCC_MHC_PROTEIN_COMPLEX	3.16
0	GOMF_MHC_PROTEIN_COMPLEX_BINDING	2.86
0	MORI_LARGE_PRE_BII_LYMPHOCYTE_DN	2.86
0	GOCC_MHC_CLASS_II_PROTEIN_COMPLEX	2.8
0	GOMF_MHC_CLASS_II_PROTEIN_COMPLEX_BINDING	2.8
0	GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_EXOGENOUS_PEPTIDE_ANTIGEN	2.67
0	GOBP_PEPTIDE_ANTIGEN_ASSEMBLY_WITH_MHC_CLASS_II_PROTEIN_COMPLEX	2.64
0	ZHENG_FOXP3_TARGETS_IN_T_LYMPHOCYTE_DN	2.58
0	GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_EXOGENOUS_PEPTIDE_ANTIGEN_VIA_MHC_CLASS_II	2.57
0	GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_EXOGENOUS_ANTIGEN	2.57
0	GOMF_PEPTIDE_ANTIGEN_BINDING	2.51
0	GOBP_REGULATION_OF_HUMORAL_IMMUNE_RESPONSE	2.48
0	GOBP_T_CELL_DIFFERENTIATION_IN_THYMUS	2.44
0	MIR_106A_3P_MIR_17_3P	2.42
0	MIR_20B_3P	2.42
0	PASQUALUCCI_LYMPHOMA_BY_GC_STAGE_DN	2.41
0	LAZARO_GENETIC_MOUSE_MODEL_HIGH_GRADE_LARGE_CELL_NEUROENDOCRINE_LUNG_CARCINOMA_DN	2.4
1	TABULA_MURIS_SENIS_SPLEEN_MATURE_NK_T_CELL_AGEING	2.93
1	WP_CYTOPLASMIC_RIBOSOMAL_PROTEINS	2.88
1	GOCC_CYTOSOLIC_RIBOSOME	2.85
1	TABULA_MURIS_SENIS_SUBCUTANEOUS_ADIPOSE_TISSUE_B_CELL_AGEING	2.84
1	TABULA_MURIS_SENIS_HEART_AND_AORTA_FIBROBLAST_OF_CARDIAC_TISSUE_AGEING	2.81
1	REACTOME_NONSENSE_MEDIATED_DECAY_NMD_INDEPENDENT_OF_THE_EXON_JUNCTION_COMPLEX_EJC	2.77
1	REACTOME_SRP_DEPENDENT_COTRANSLATIONAL_PROTEIN_TARGETING_TO_MEMBRANE	2.77
1	GOBP_CYTOPLASMIC_TRANSLATION	2.76
1	REACTOME_NONSENSE_MEDIATED_DECAY_NMD	2.74
1	REACTOME_FORMATION_OF_A_POOL_OF_FREE_40S_SUBUNITS	2.73
1	TABULA_MURIS_SENIS_HEART_AND_AORTA_LEUKOCYTE_AGEING	2.71
1	GOMF_STRUCTURAL_MOLECULE_ACTIVITY	2.66
1	TABULA_MURIS_SENIS_MARROW_ERYTHROBLAST_AGEING	2.66
1	BILANGES_SERUM_AND_RAPAMYCIN_SENSITIVE_GENES	2.65
1	REACTOME_EUKARYOTIC_TRANSLATION_INITIATION	2.63
1	GOCC_CYTOSOLIC_LARGE_RIBOSOMAL_SUBUNIT	2.62
1	GOMF_STRUCTURAL_CONSTITUENT_OF_RIBOSOME	2.61
1	TABULA_MURIS_SENIS_KIDNEY_MACROPHAGE_AGEING	2.6
1	TABULA_MURIS_SENIS_MAMMARY_GLAND_MACROPHAGE_AGEING	2.57
1	TABULA_MURIS_SENIS_KIDNEY_FIBROBLAST_AGEING	2.56
2	HALLMARK_MYC_TARGETS_V1	2.7
2	TABULA_MURIS_SENIS_THYMUS_THYMOCYTE_AGEING	2.61
2	TABULA_MURIS_SENIS_SPLEEN_PROERYTHROBLAST_AGEING	2.5
2	TABULA_MURIS_SENIS_TONGUE_BASAL_CELL_OF_EPIDERMIS_AGEING	2.48
2	TABULA_MURIS_SENIS_LUNG_CLASSICAL_MONOCYTE_AGEING	2.44
2	GOCC_MYELIN_SHEATH	2.42
2	KARLSSON_TGFB1_TARGETS_UP	2.41
2	GOBP_TELOMERE_MAINTENANCE_VIA_TELOMERE_LENGTHENING	2.38
2	GOBP_RNA_TEMPLATED_DNA_BIOSYNTHETIC_PROCESS	2.36
2	MORI_PRE_BI_LYMPHOCYTE_UP	2.36
2	MORI_LARGE_PRE_BII_LYMPHOCYTE_UP	2.34
2	MORI_IMMATURE_B_LYMPHOCYTE_DN	2.34
2	GOCC_PROTON_TRANSPORTING_ATP_SYNTHASE_COMPLEX	2.33
2	ISHIDA_E2F_TARGETS	2.3
2	GOMF_UNFOLDED_PROTEIN_BINDING	2.3
2	LE_EGR2_TARGETS_UP	2.3
2	GOCC_TELOMERASE_HOLOENZYME_COMPLEX	2.29
2	GOBP_REGULATION_OF_PROTEIN_LOCALIZATION_TO_CHROMOSOME_TELOMERIC_REGION	2.28
2	HALLMARK_E2F_TARGETS	2.28
2	BERENJENO_TRANSFORMED_BY_RHOA_UP	2.28
3	PASQUALUCCI_LYMPHOMA_BY_GC_STAGE_UP	3.29
3	GOCC_ENDOPLASMIC_RETICULUM_PROTEIN_CONTAINING_COMPLEX	2.91
3	GOCC_NUCLEAR_OUTER_MEMBRANE_ENDOPLASMIC_RETICULUM_MEMBRANE_NETWORK	2.86
3	GOBP_RESPONSE_TO_ENDOPLASMIC_RETICULUM_STRESS	2.8
3	GOCC_ORGANELLE_SUBCOMPARTMENT	2.76
3	MORI_PLASMA_CELL_UP	2.73
3	GOCC_ENDOPLASMIC_RETICULUM	2.53
3	GOBP_ERAD_PATHWAY	2.53
3	GOCC_INTRINSIC_COMPONENT_OF_ENDOPLASMIC_RETICULUM_MEMBRANE	2.51
3	GOBP_UBIQUITIN_DEPENDENT_ERAD_PATHWAY	2.47
3	BOYLAN_MULTIPLE_MYELOMA_C_D_DN	2.47
3	GOBP_PROTEIN_LOCALIZATION_TO_ENDOPLASMIC_RETICULUM	2.46
3	BOYLAN_MULTIPLE_MYELOMA_PCA1_UP	2.45
3	GOBP_RESPONSE_TO_TOPOLOGICALLY_INCORRECT_PROTEIN	2.43
3	GOBP_ESTABLISHMENT_OF_PROTEIN_LOCALIZATION_TO_ENDOPLASMIC_RETICULUM	2.43
3	QI_PLASMACYTOMA_DN	2.41
3	GOBP_ENDOPLASMIC_RETICULUM_TO_GOLGI_VESICLE_MEDIATED_TRANSPORT	2.39
3	GOCC_ENDOPLASMIC_RETICULUM_LUMEN	2.39
3	GOBP_GLYCOPROTEIN_METABOLIC_PROCESS	2.39
3	GOBP_RESPONSE_TO_UNFOLDED_PROTEIN	2.37

CL, cluster; NES, normalized enrichment score.

### T-cell subset analysis

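T cell-like cells, clustered again without the genes listed in Supplementary Table 8, fell into 6 clusters at a resolution of 0.15, of 581, 485, 459, 156, 44 and 34 cells. The copy of Supplementary Table 8 that was read holds 20 genes for each of #0 to #3 and none for #4 and #5, so no cluster was set beside these by the rule. The text names 10 genes for each, which were counted after the clusters had been seen and were not left out of the features. All 10 of #5 were higher in the fifth cluster, with a median log2 ratio of 2.78, and at most 7 in any other. Of #4, 7 were higher in the fifth and 7 in the sixth, with medians of 1.46 and 0.29. Of the genes of #1, 20 were higher in the first cluster and 16 in the second, of #0 20 in the third and 19 in the sixth, of #2 20 in the fourth and of #3 17 in the fifth. In the first cluster 19 of the genes of #3 were higher as well.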

T cells consisted of six clusters (**Figure 6A**). 

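Of the cells set beside #0, 492 of 493 came from the spleen of CLP mice, or 99.8% (95% interval 98.9 to 100.0), and they were 73.3% of the T cell-like cells of that library (95% interval 69.8 to 76.6). No group of cells of the peritoneal cavity of CLP mice was named T cell-like, so none entered this clustering. Among the alternatives tried the share from the spleen of CLP mice was lowest without doublet removal, at 94.8%.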

Cluster #0 was found almost exclusively in the spleen of CLP mice and to a lesser extent in the peritoneal cavity of CLP mice (**Figure 6B**). On the other hand, clusters #2 and #3 were exclusive to the spleen of sham mice (**Figure 6B**). 

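The cluster set beside #2 had 76.9% (95% interval 69.5 to 83.3) of its cells from the spleen of sham mice, 12.2% (95% interval 7.49 to 18.4) from the peritoneal cavity of sham mice and 10.9% (95% interval 6.48 to 16.9) from the spleen of CLP mice. For the 44 cells set beside #3, which had all 10 genes that the text names for #5 higher as well, the shares were 68.2% (95% interval 52.4 to 81.4), 13.6% (95% interval 5.17 to 27.4) and 18.2% (95% interval 8.19 to 32.7). The first cluster, of 581 cells and set beside #1 by 20 of 20 genes, had 19 of the 20 of #3 higher, more than the 17 in these 44 cells, and 99.5% of it came from the spleen of sham mice. All 20 genes of #2 were highest in the T cell-like cells of the peritoneal cavity of sham mice among the libraries, and 15 of the 20 of #3 in the spleen of sham mice.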

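The clusters set beside #1 had 80.5% (95% interval 78.0 to 82.8) of their cells from the spleen of sham mice, 14.4% (95% interval 12.4 to 16.7) from the spleen of CLP mice and 5.07% (95% interval 3.83 to 6.56) from the peritoneal cavity of sham mice. They held 68.4% of the T cell-like cells of the peritoneal cavity of sham mice (95% interval 56.9 to 78.4) and 23.0% of those of the spleen of CLP mice.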

Cluster #1 was found mainly in the spleen of sham mice and also existed in the peritoneal cavity of sham mice and to a lesser extent in the spleen of CLP mice (**Figure 6B**). Cluster #4 was found mainly in the spleen of CLP mice and to a lesser extent in the spleen of sham mice and peritoneal cavity of CLP mice (**Figure 6B**). Cluster #5 formed a small population in the spleen of sham and CLP mice and the peritoneal cavity of sham mice (**Figure 6B**). 

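*Cd8b1* (chromosome 6 from 71322788 to 71337494) was at 791 CPM (95% interval 691 to 902) in the fifth cluster, set beside #3, at 576 CPM (95% interval 548 to 605) in the first, 385 CPM (95% interval 346 to 427) in the fourth and 155 CPM (95% interval 139.9 to 172) in the second. *Cd8a* (chromosome 6 from 71373427 to 71379173) was at 302 CPM (95% interval 242 to 374), 223 CPM (95% interval 206 to 241), 183 CPM (95% interval 156 to 212) and 62.4 CPM (95% interval 52.8 to 73.2) in the same order. *Cd4* was at 28.1 CPM (95% interval 12.1 to 55.4) in the fifth cluster and 121 CPM (95% interval 108 to 136) in the second.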

Considering the high expressions of *Cd8b1* and *Cd8a* (**Supplementary Table 8**), cluster #3 seemed to be CD8 T cells. In cluster #0, the most upregulated genes were *Emb*, *Vps37b*, *Ifngr1*, *Junb, Fam241a, Ptpn22, Gramd3, Klhl6, 4932438A13Rikm*, and *Zeb1* (**Supplementary Table 8**). 

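*Emb*, *Vps37b* and *Ptpn22* were at 1367 CPM (95% interval 1319.9 to 1416), 520.4 CPM (95% interval 491 to 551) and 475 CPM (95% interval 447 to 504) in the larger cluster set beside #0 and at 2274 CPM (95% interval 2026 to 2544), 969 CPM (95% interval 809.8 to 1151) and 1193 CPM (95% interval 1015 to 1393) in the smaller. In the largest cluster of T cell-like cells they were at 278 CPM, 98.1 CPM and 109 CPM.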

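Ribosomal protein genes had a median log2 ratio of 0.14 over the other T cell-like cells in the larger cluster set beside #0 (percentile 100) and −0.38 in the smaller (percentile 0). NF-κB target genes had medians of 0.40 and 0.74 in them.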

The pathways revealed that ribosome, cytoplasmic translation, and serum and rapamycin sensitive genes were upregulated (**Table 8**). In cluster #1, the most upregulated genes were *Igfbp4, Tspan32, Actb, Uba52, Cd52, Ly6c1, Tmsb4x, Ifi27l2a, Trbc2*, and *Limd2* (**Supplementary Table 8**). 

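*Igfbp4*, *Tspan32* and *Ly6c1* were at 324 CPM (95% interval 304 to 346), 159 CPM (95% interval 145 to 174) and 72.6 CPM (95% interval 63.0 to 83.2) in the first cluster, at 100.0 CPM (95% interval 87.8 to 114), 211 CPM (95% interval 193 to 231) and 36.4 CPM (95% interval 29.2 to 44.9) in the second, and at 130.1 CPM, 81.6 CPM and 15.7 CPM in the third.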

Activated pathways in this cluster were related to ribosome- and SRP-dependent co-translational protein targeting to the membrane (**Table 8**). 

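In the first cluster, set beside #1, ribosomal protein genes had a median log2 ratio of 0.15 over the other T cell-like cells, at percentile 100. In the second, set beside the same subset, the median was −0.31, at percentile 0.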

In cluster #2, the most upregulated genes were *Ccl5, S100a6, Ly6c2, S100a4, Lgals1, Nkg7, AW112010, S100a10, Crip1*, and *Ahnak* (**Supplementary Table 8**). 

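*Ccl5*, *Ly6c2* and *Nkg7* were at 8731 CPM (95% interval 8543 to 8922), 1209.9 CPM (95% interval 1140.4 to 1282) and 1170.3 CPM (95% interval 1102 to 1242) in the fourth cluster, set beside #2, and at 158 CPM (95% interval 144 to 174), 199 CPM (95% interval 183 to 216) and 286 CPM (95% interval 267 to 307) in the first.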

Activated pathways in this cluster were mostly related to cell aging (**Table 8**). 

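*Dapl1* and *Ccr9* were at 239 CPM (95% interval 186 to 303) and 87.9 CPM (95% interval 56.9 to 129.8) in the fifth cluster, at 481 CPM (95% interval 456 to 507) and 62.0 CPM (95% interval 53.1 to 71.9) in the first and at 77.7 CPM and 8.30 CPM in the third.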

In cluster #3, the most upregulated genes were *Cd8b1*, Cd8a, *Dapl1*, *Ccr9, Arl4c, Nkg7, Uba52, Tubb5, Cd52*, and *Dnajc15* (**Supplementary Table 8**). Activated pathways in this cluster were related to ribosome and structural molecule activity (**Table 8**). 

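The median log2 ratio of ribosomal protein genes in the fifth cluster was −0.12 over the other T cell-like cells (percentile 0.04), and −0.041 in the fourth. The fifth has 44 cells, and MHC class II genes had a median of 4.03 in it.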

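*Cxcl2*, *Lcn2* (chromosome 2 from 32384633 to 32388252) and *Ccl4* were at 13.1 CPM (95% interval 8.84 to 18.7), 53.3 CPM (95% interval 44.2 to 63.6) and 3.06 CPM (95% interval 1.23 to 6.30) in the third cluster of T cell-like cells and at 14.9 CPM (95% interval 1.81 to 53.9), 67.1 CPM (95% interval 30.7 to 127) and 0 CPM in the sixth, the 2 clusters that came almost wholly from the spleen of CLP mice. *Fth1* was at 2304 CPM (95% interval 2054 to 2576) in the sixth cluster and between 1016 CPM and 1386 CPM in the other 5. *Cxcl2* was at or under 14.9 CPM in all 6 clusters. The third and sixth clusters hold few of the *Ccl4* UMIs of CLP T cell-like cells. In the 471 of these cells that lay in cluster 12 of all cells, *Ccl4* was at 61.6 CPM. In the cells of the peritoneal cavity of CLP mice that fell in clusters with T cell-like cells, cluster 3 of all cells had *Cxcl2* at 40258 CPM and *Cd3d* at 3.23 CPM.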

In cluster #4, the most upregulated genes were *Cxcl2*, *Lcn2*, *Fth1*, *Ccl4*, *Slpi*, *Ccl3*, *Neat1*, *Fcer1g*, *Ifitm2*, and *Mt1* (**Supplementary Table 8**). Activated pathways in this cluster were related to hypoxia, cell aging, and TNF-α signaling *via* NF-κB (**Table 8**). 

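*Cd74*, *Igkc*, *Ighm* and *Cd79a* (chromosome 7 from 24897381 to 24902197) were at 1695 CPM (95% interval 1547 to 1854), 1333 CPM (95% interval 1202 to 1474), 830.0 CPM (95% interval 727 to 943) and 362 CPM (95% interval 296 to 439) in the fifth cluster of T cell-like cells, and at 37.5 CPM (95% interval 30.7 to 45.4), 77.2 CPM (95% interval 67.3 to 88.2), 213 CPM (95% interval 196 to 231) and 7.44 CPM (95% interval 4.60 to 11.4) in the first. The 10 transcripts abundant in B cells had a median log2 ratio of 4.47 in the fifth cluster, at percentile 100.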

In cluster #5, the most upregulated genes were *Cd74*, *Igkc*, *H2-Aa*, *Cd79a*, *H2-Eb1*, *H2-Ab1*, *Ighm*, *Ly6d*, *Iglc2*, and *Ebf1* (**Supplementary Table 8**). Activated pathways in this cluster were mostly irrelevant to T cells (**Table 8**), suggesting that the population was too small to be classified properly. Together, T cells subsets have distinct characteristics in molecular translocation or cell activation.

**Figure 6:**
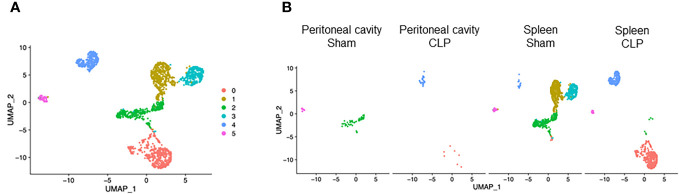
Distribution of T-cell subsets. UMAP plots showing the subsets of T cells in **(A)** all groups combined and **(B)** each group.

**Table 8:** Differentially expressed pathways in T cell subsets.

CL	pathway	NES
0	WP_CYTOPLASMIC_RIBOSOMAL_PROTEINS	3.2
0	GOBP_CYTOPLASMIC_TRANSLATION	2.99
0	BILANGES_SERUM_AND_RAPAMYCIN_SENSITIVE_GENES	2.97
0	GOCC_CYTOSOLIC_RIBOSOME	2.9
0	GOMF_RRNA_BINDING	2.86
0	REACTOME_NONSENSE_MEDIATED_DECAY_NMD_INDEPENDENT_OF_THE_EXON_JUNCTION_COMPLEX_EJC	2.81
0	REACTOME_SRP_DEPENDENT_COTRANSLATIONAL_PROTEIN_TARGETING_TO_MEMBRANE	2.8
0	REACTOME_EUKARYOTIC_TRANSLATION_INITIATION	2.75
0	REACTOME_FORMATION_OF_A_POOL_OF_FREE_40S_SUBUNITS	2.75
0	REACTOME_NONSENSE_MEDIATED_DECAY_NMD	2.74
0	REACTOME_MAJOR_PATHWAY_OF_RRNA_PROCESSING_IN_THE_NUCLEOLUS_AND_CYTOSOL	2.66
0	TABULA_MURIS_SENIS_HEART_AND_AORTA_LEUKOCYTE_AGEING	2.63
0	BILANGES_SERUM_RESPONSE_TRANSLATION	2.58
0	GOMF_STRUCTURAL_CONSTITUENT_OF_RIBOSOME	2.53
0	GOBP_RIBOSOME_ASSEMBLY	2.46
0	TABULA_MURIS_SENIS_KIDNEY_FIBROBLAST_AGEING	2.45
0	GOCC_RIBOSOMAL_SUBUNIT	2.45
0	GOCC_RIBOSOME	2.45
0	GOBP_CYTOPLASMIC_PATTERN_RECOGNITION_RECEPTOR_SIGNALING_PATHWAY	2.38
0	TABULA_MURIS_SENIS_BLADDER_BLADDER_CELL_AGEING	2.35
1	GOCC_CYTOSOLIC_RIBOSOME	3.53
1	WP_CYTOPLASMIC_RIBOSOMAL_PROTEINS	3.44
1	GOCC_CYTOSOLIC_LARGE_RIBOSOMAL_SUBUNIT	3.35
1	REACTOME_SRP_DEPENDENT_COTRANSLATIONAL_PROTEIN_TARGETING_TO_MEMBRANE	3.35
1	REACTOME_FORMATION_OF_A_POOL_OF_FREE_40S_SUBUNITS	3.26
1	REACTOME_NONSENSE_MEDIATED_DECAY_NMD_INDEPENDENT_OF_THE_EXON_JUNCTION_COMPLEX_EJC	3.24
1	GOMF_STRUCTURAL_CONSTITUENT_OF_RIBOSOME	3.1
1	REACTOME_EUKARYOTIC_TRANSLATION_INITIATION	3.09
1	GOCC_RIBOSOMAL_SUBUNIT	3.03
1	REACTOME_NONSENSE_MEDIATED_DECAY_NMD	3.02
1	GOMF_STRUCTURAL_MOLECULE_ACTIVITY	3
1	GOCC_CYTOSOLIC_SMALL_RIBOSOMAL_SUBUNIT	2.95
1	REACTOME_MAJOR_PATHWAY_OF_RRNA_PROCESSING_IN_THE_NUCLEOLUS_AND_CYTOSOL	2.84
1	GOBP_CYTOPLASMIC_TRANSLATION	2.81
1	GOCC_RIBOSOME	2.81
1	GOCC_ACTIN_FILAMENT_BUNDLE	2.8
1	GOCC_LARGE_RIBOSOMAL_SUBUNIT	2.75
1	TABULA_MURIS_SENIS_DIAPHRAGM_SKELETAL_MUSCLE_SATELLITE_CELL_AGEING	2.7
1	GOCC_SMALL_RIBOSOMAL_SUBUNIT	2.68
1	HSF2_TARGET_GENES	2.65
2	TABULA_MURIS_SENIS_MAMMARY_GLAND_T_CELL_AGEING	3.05
2	TABULA_MURIS_SENIS_LUNG_CD4_POSITIVE_ALPHA_BETA_T_CELL_AGEING	2.92
2	TABULA_MURIS_SENIS_SPLEEN_CD8_POSITIVE_ALPHA_BETA_T_CELL_AGEING	2.79
2	TABULA_MURIS_SENIS_LUNG_CD8_POSITIVE_ALPHA_BETA_T_CELL_AGEING	2.68
2	TABULA_MURIS_SENIS_MAMMARY_GLAND_B_CELL_AGEING	2.67
2	TABULA_MURIS_SENIS_MAMMARY_GLAND_MACROPHAGE_AGEING	2.65
2	TABULA_MURIS_SENIS_BROWN_ADIPOSE_TISSUE_T_CELL_AGEING	2.65
2	LI_INDUCED_T_TO_NATURAL_KILLER_UP	2.61
2	TABULA_MURIS_SENIS_SPLEEN_T_CELL_AGEING	2.6
2	TABULA_MURIS_SENIS_MARROW_HEMATOPOIETIC_PRECURSOR_CELL_AGEING	2.55
2	TABULA_MURIS_SENIS_LUNG_B_CELL_AGEING	2.51
2	TABULA_MURIS_SENIS_THYMUS_DN4_THYMOCYTE_AGEING	2.49
2	TABULA_MURIS_SENIS_SUBCUTANEOUS_ADIPOSE_TISSUE_B_CELL_AGEING	2.45
2	TABULA_MURIS_SENIS_KIDNEY_MACROPHAGE_AGEING	2.45
2	TABULA_MURIS_SENIS_KIDNEY_T_CELL_AGEING	2.45
2	TABULA_MURIS_SENIS_GONADAL_ADIPOSE_TISSUE_B_CELL_AGEING	2.45
2	GOBP_NATURAL_KILLER_CELL_ACTIVATION	2.44
2	GOLDRATH_ANTIGEN_RESPONSE	2.44
2	GOCC_COLLAGEN_CONTAINING_EXTRACELLULAR_MATRIX	2.41
2	GOCC_EXTERNAL_ENCAPSULATING_STRUCTURE	2.4
3	GOCC_CYTOSOLIC_RIBOSOME	3.62
3	WP_CYTOPLASMIC_RIBOSOMAL_PROTEINS	3.58
3	GOMF_STRUCTURAL_CONSTITUENT_OF_RIBOSOME	3.56
3	GOCC_RIBOSOMAL_SUBUNIT	3.47
3	GOCC_RIBOSOME	3.45
3	GOMF_STRUCTURAL_MOLECULE_ACTIVITY	3.44
3	REACTOME_FORMATION_OF_A_POOL_OF_FREE_40S_SUBUNITS	3.44
3	REACTOME_NONSENSE_MEDIATED_DECAY_NMD_INDEPENDENT_OF_THE_EXON_JUNCTION_COMPLEX_EJC	3.39
3	REACTOME_SRP_DEPENDENT_COTRANSLATIONAL_PROTEIN_TARGETING_TO_MEMBRANE	3.38
3	REACTOME_MAJOR_PATHWAY_OF_RRNA_PROCESSING_IN_THE_NUCLEOLUS_AND_CYTOSOL	3.38
3	REACTOME_EUKARYOTIC_TRANSLATION_INITIATION	3.37
3	GOBP_CYTOPLASMIC_TRANSLATION	3.31
3	REACTOME_TRANSLATION	3.31
3	GOCC_CYTOSOLIC_LARGE_RIBOSOMAL_SUBUNIT	3.3
3	REACTOME_NONSENSE_MEDIATED_DECAY_NMD	3.28
3	GOCC_LARGE_RIBOSOMAL_SUBUNIT	3.26
3	BILANGES_SERUM_AND_RAPAMYCIN_SENSITIVE_GENES	3.01
3	GOCC_CYTOSOLIC_SMALL_RIBOSOMAL_SUBUNIT	2.83
3	GOCC_POLYSOMAL_RIBOSOME	2.82
3	GOCC_SMALL_RIBOSOMAL_SUBUNIT	2.81
4	GROSS_HYPOXIA_VIA_ELK3_DN	2.82
4	RASHI_RESPONSE_TO_IONIZING_RADIATION_2	2.66
4	TABULA_MURIS_SENIS_MARROW_GRANULOCYTOPOIETIC_CELL_AGEING	2.64
4	LIAN_LIPA_TARGETS_6M	2.59
4	LIAN_LIPA_TARGETS_3M	2.58
4	TABULA_MURIS_SENIS_PANCREAS_PANCREATIC_BETA_CELL_AGEING	2.57
4	HALLMARK_TNFA_SIGNALING_VIA_NFKB	2.56
4	GERY_CEBP_TARGETS	2.55
4	HESS_TARGETS_OF_HOXA9_AND_MEIS1_DN	2.52
4	TABULA_MURIS_SENIS_SPLEEN_MACROPHAGE_AGEING	2.51
4	GOBP_INFLAMMATORY_RESPONSE	2.5
4	GOBP_RESPONSE_TO_MOLECULE_OF_BACTERIAL_ORIGIN	2.49
4	TABULA_MURIS_SENIS_MAMMARY_GLAND_BASAL_CELL_AGEING	2.49
4	GALINDO_IMMUNE_RESPONSE_TO_ENTEROTOXIN	2.49
4	TABULA_MURIS_SENIS_SUBCUTANEOUS_ADIPOSE_TISSUE_MYELOID_CELL_AGEING	2.48
4	SEKI_INFLAMMATORY_RESPONSE_LPS_UP	2.48
4	CHYLA_CBFA2T3_TARGETS_DN	2.47
4	MIR_467A_3P	2.47
4	MIR_669B_3P	2.45
4	MIR_669F_3P	2.45
5	HOFFMANN_SMALL_PRE_BII_TO_IMMATURE_B_LYMPHOCYTE_UP	3.02
5	GOBP_B_CELL_ACTIVATION	3
5	GOBP_B_CELL_RECEPTOR_SIGNALING_PATHWAY	2.98
5	GOBP_B_CELL_MEDIATED_IMMUNITY	2.96
5	MORI_MATURE_B_LYMPHOCYTE_UP	2.92
5	MORI_LARGE_PRE_BII_LYMPHOCYTE_DN	2.92
5	GOBP_B_CELL_DIFFERENTIATION	2.91
5	YU_MYC_TARGETS_DN	2.89
5	GOBP_REGULATION_OF_B_CELL_ACTIVATION	2.89
5	TABULA_MURIS_SENIS_KIDNEY_FENESTRATED_CELL_AGEING	2.89
5	TABULA_MURIS_SENIS_LUNG_NON_CLASSICAL_MONOCYTE_AGEING	2.87
5	GOBP_REGULATION_OF_B_CELL_PROLIFERATION	2.86
5	GOBP_B_CELL_PROLIFERATION	2.84
5	MORI_IMMATURE_B_LYMPHOCYTE_UP	2.77
5	GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_EXOGENOUS_ANTIGEN	2.76
5	GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_PEPTIDE_ANTIGEN	2.76
5	GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION	2.76
5	GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_EXOGENOUS_PEPTIDE_ANTIGEN	2.75
5	GOBP_ANTIGEN_PROCESSING_AND_PRESENTATION_OF_PEPTIDE_OR_POLYSACCHARIDE_ANTIGEN_VIA_MHC_CLASS_II	2.73
5	TABULA_MURIS_SENIS_THYMUS_PROFESSIONAL_ANTIGEN_PRESENTING_CELL_AGEING	2.72

CL, cluster; NES, normalized enrichment score.

## Discussion

In this study, we have explored the transcriptomic profiling of immune cells including neutrophils, macrophages, B cells, and T cells in intra-abdominal sepsis using scRNA-seq, recognizing the pivotal roles these cells play in the host’s defense against pathogens. We have unveiled the frequency, phenotype, and subsets of those cell populations in the peritoneal cavity and spleen. While millions of cells were conveniently isolated from the peritoneal cavity of each mouse, the processing capacity for scRNA-seq using the 10x Genomics kit was limited to a maximum of 10,000. Consequently, the UMAPs generated reflect the proportion of the processed cells rather than the absolute cell counts. Notably, in CLP-induced sepsis mice, neutrophils emerged as the predominant population within the peritoneal cavity, thereby causing other cell types to appear relatively few in the UMAP (in terms of percentage of whole-cell population). 

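With neutrophil-like cells left out, 1348 cells of the peritoneal cavity of CLP mice remained, of which 70.4% were monocyte-like (95% interval 67.9 to 72.8). No group of at least 10 of them was named macrophage-like, B cell-like or T cell-like, but 363 of them, or 26.9% (95% interval 24.6 to 29.4), had no name, so that cells of these types among them are not excluded. In the peritoneal cavity of sham mice, where no neutrophil-like cell was named, leaving neutrophils out changes no share.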

We chose spleen as it is one of the most important lymphoid organs for the immune system. Moreover, circulating cells pass through or are trapped within the spleen; thus, splenocytes reflect the blood cells to a certain extent. Peritoneal cavity was chosen as the site of infection, where robust innate immune activities can be observed in response to the pathogens. We did not include PBMCs as they barely contain neutrophils, which are arguably the most important cell type during sepsis (3). Whole blood leukocytes, which contain neutrophils, would be worth evaluating but could be fragile for lengthy red blood cell lysis.

It has been traditionally thought that sepsis consists of an acute pro-inflammatory (hyperdynamic) phase and a later immunosuppressive (hypodynamic) state. This could still hold true in terms of the overall immune balance, but it is now known that both pro- and anti-inflammatory mediators and cells coexist from the early stage of sepsis (28). Thus, it is important to evaluate the status of cells not in bulk but individually to precisely understand their roles and potential interaction with other cells during sepsis. In fact, our scRNA-seq analysis revealed that the most cell types exhibited pro-inflammatory phenotypes such as increased gene levels of chemokines and DAMPs, including *Cxcl2*, *Ccl4*, *CCl3*, *S100a9*, and *S100a8*, and NF-κB activation in septic mice, whereas many of the subsets within the cell type were not characterized by the typical pro-inflammatory genes or pathways. 

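In the spleen, where all 4 types could be compared, *Ccl4* was 134-fold higher (95% interval 64.4 to 335) in CLP neutrophil-like, at least 16.0-fold higher in macrophage-like, 13.1-fold higher (95% interval 6.55 to 29.7) in B cell-like and 11.5-fold higher (95% interval 7.08 to 19.6) in T cell-like cells. The neutrophil ratio rests mostly on 25 of the 336 CLP cells, in cluster 0, at 3199 CPM. The others were at 114, 8.61 and 0.480 CPM in clusters 8, 5 and 18. The T cell ratio rests mostly on cluster 12, with 471 of the 671 CLP cells and no sham T cell-like cells, at 61.6 CPM. In cluster 9, which both conditions share, *Ccl4* was lower in CLP than in sham cells, at 2.93 and 9.08 CPM. *S100a9* was at 0.978 times the sham level in neutrophil-like cells of the spleen. In B cell-like and T cell-like cells it was at 0.329% and 0.269% of the level in neutrophil-like cells of the same library in CLP and at 0.461% and 0.322% in sham mice. The median for 10 transcripts abundant in neutrophils was 0.347% and 0.307% in CLP and 0.465% and 0.338% in sham mice, so no ratio is given for these types. NF-κB target genes had a median log2 ratio within the spleen of 0.86 in B cell-like and −0.14 in NK cell-like cells, at percentiles 100 and 38.9. In monocyte-like cells within the peritoneal cavity, where all those of CLP mice lay, the median was 4.65, at percentile 100. These CLP and sham cells share no cluster, as 92.9% of the CLP cells lay in cluster 4 and the rest in 15, and 85.4% of the sham cells in cluster 17 and the rest in 23, so the ratio is not known to be between cells of the same kind. Within neutrophil-like cells, the same list had a median of 0.74 and 0.45 in the clusters set beside #1 and −0.48, −0.75 and 0.034 in those set beside #3, relative to the other neutrophil-like cells. The paper argues from earlier work, on pro- and anti-inflammatory mediators and cells present together in early sepsis, that cells be evaluated individually and not in bulk, and gives the chemokine and DAMP genes, NF-κB and the subsets marked by other genes as an illustration.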

Considering the fact that previously proposed sepsis drugs, which target the canonical pro-inflammatory mediators or signaling such as PAMPs or PRRs, have failed in the clinical trials (29), a more focused cell-specific approach might be needed to break through the current situation.

In the present study, we have identified multiple subsets within each major cell population in an unbiased way. Differentially expressed genes indicated that subsets were distinct from others in different ways, such as enhanced effector functions, immunoregulatory responses, cellular metabolism, and aging. The further assessments of phenotypical changes in different environments for individual clusters would enable us to define the characteristics of those subsets more clearly. It may also be interesting to investigate whether those subsets play any roles in other disease conditions. In fact, M1/M2 macrophages, which were initially studied extensively in oncology (30), are now known to contribute to sepsis and other disorders as well (31). The subsets in the present study were statistically defined in an unbiased way based on their gene expressions. Nevertheless, it is important to validate their significance in a focused approach. Isolation of specific subsets by cell sorting and studying them *in vitro* or adoptively transferring them *in vivo* would certify their impacts on the diseases more directly and strongly.

All major cell populations we analyzed here contained at least one subset possessing cellular aging properties. Cellular aging is regulated by metabolic and epigenetic changes and has a close relation with cell death mechanisms, both of which can be reflected by transcriptomics (32). We have previously shown that aged neutrophils significantly contributed to the development of sepsis. eCIRP, the major DAMP in sepsis, inhibited neutrophil apoptosis to induce aged neutrophils (10). Neutrophils possessing both aged and antigen-presenting properties induced Th1 differentiation to aggravate acute lung injury and worsen survival in sepsis (9). Moreover, this novel neutrophil subset was also identified in septic patients (9). In addition to neutrophils, however, cellular aging has not been studied extensively in most of other immune cell types such as macrophages and lymphocytes especially in sepsis. Our study implies the need for investigating cellular aging in different populations to better understand sepsis pathophysiology. Cellular aging can occur in response to cellular stress or damage irrespective of animals’ age (9, 10). Mice used in our study were in the same age for each group; thus, the difference in cellular aging status was unlikely to be due to the age of the animals. Nevertheless, it would be worth investigating whether cellular aging can be influenced by the age of the animals during sepsis in the future studies. It is also meaningful to evaluate the molecules and pathways related to cell death simultaneously to grasp the mechanisms of cellular aging from a wider perspective. Our previous studies revealed several novel subtypes of neutrophils, including APANs, nectin-2, and serpin B2 neutrophils, which were found to be upregulated during sepsis (9, 10, 33). However, our latest scRNA-seq data could not distinctly demonstrate these specific neutrophil subtypes. This discrepancy might be attributed to the limited resolution in the clustering process and the relatively low occurrence of these cell types in our current dataset.

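A list of 10 genes of antigen-presenting aged neutrophils and of nectin-2 and serpin B2 had a median log2 ratio of 0.089 (percentile 78.4) in CLP over sham neutrophil-like cells over both compartments, from 9 genes with enough UMIs, and 0.45 (percentile 82.0) within the spleen. Among the 6 clusters of neutrophil-like cells its median went from −0.59 in the third to 0.76 in the sixth. *Nectin2* was at 0.0832 CPM (95% interval 0.0101 to 0.300) in the neutrophil-like cells of the peritoneal cavity of CLP mice, 0.668 CPM (95% interval 0.138 to 1.95) in the spleen of CLP mice and 0.204 CPM (95% interval 0.0247 to 0.736) in the spleen of sham mice. *Serpinb2* was at 37.7 CPM (95% interval 35.3 to 40.2), 0.223 CPM (95% interval 0.00564 to 1.24) and 3.87 CPM (95% interval 2.74 to 5.31) in the same order.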

Each cell population also contained subpopulations expressing the genes related to ribosomes, the organelles that facilitate protein synthesis from mRNA (34). 

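Between CLP and sham cells, ribosomal protein genes had a median log2 ratio of −1.31 in neutrophil-like cells over both compartments and 0.35 within the spleen, where 76 of 85 were higher in CLP mice. In macrophage-like cells the median was −0.64 over both compartments and −0.26 within the spleen. With at least 500 genes per cell it changed direction over both compartments, to 0.076, as it did with whole clusters named, to 0.27. In B cell-like and T cell-like cells it was −0.015 and 0.0037. Ribosomal protein genes have many processed pseudogenes, with which the counting could have shared reads.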

Ribosomes are composed of ribosomal RNA, such as 18S (35), and ribosomal proteins (RP), such as RPSA, RPL13, and RPS24 (36). The roles of ribosomes are better known in viral rather than bacterial infection since host ribosomes are crucial for the expression of viral proteins (37). Our data suggest that ribosomes could be an interesting focus to be investigated in bacterial sepsis too. Ribosomal activities may be enhanced in sepsis with the demand for producing inflammatory molecules against infection or compensating lost proteins due to cellular damage. This system needs to be tightly regulated to avoid aberrant immune responses, which can cause tissue injury. It would also be of significance to combine the transcriptomics with proteomics to evaluate ribosomal activities since mRNA is translated to proteins by ribosomes (34).

To induce sepsis, we subjected mice to CLP, which is arguably the most-used animal model of sepsis. CLP depicts intraabdominal polymicrobial sepsis, a severe pathological condition with an extremely poor prognosis (38). Nevertheless, it has to be carefully considered when interpreting preclinical findings of sepsis and applying it in patients since sepsis is a heterogenetic disorder that can be caused in different ways. In addition to the polymicrobial model of sepsis, studying *E. coli* or endotoxemia or in some sterile injury model of sepsis can be informative to compare and contrast the gene expression profile among various model systems and conclude which model may mimic more closely with human sepsis in terms of transcriptional landscape (38). In this study, we analyzed samples from two compartments, peritoneal cavity and spleen. Since sepsis is accompanied by injury in multiple organs, including, but not limited to, lungs, liver, kidneys, and central nervous system (1), it would be of interest to further analyze our data along with the transcriptome of those different organs.

We studied the transcriptomic profile of immune cells in sepsis using the samples collected at 20 h after CLP. This specific time point was selected based on our extensive research in this area (5, 9, 13, 39). At that time point of CLP-induced sepsis, we have observed significant immune responses characterized by changes in leukocyte count, increased activation of immune cells, increased release of pro-inflammatory cytokines, and the elevation of organ injury markers in blood (5, 9, 13, 39). Conducting analyses at various time points is crucial; however, it often yields complex datasets that can be challenging to analyze comprehensively and conclusively correlate. Our data offer a valuable foundation for generating hypotheses and further exploration. Further studies on the dynamics of specific genes/pathways of interest as selected from our scRNA-seq data could enhance our understanding of disease severity. This approach would enable the correlation of gene expression profiles with systemic inflammation and organ function, thereby providing a more comprehensive understanding of the intricate dynamics underlying sepsis progression.

We acknowledge the limitations of our study. First, we collected the samples only at one time point as aforementioned; therefore, some of the cell populations were barely found in certain samples. This could also be the reason why some prominent pathways that are well known to be activated in sepsis, such as NLRP3 inflammasome pathway (40), were not significantly altered in our data. 

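The 8 genes of the inflammasome list had a median log2 ratio of −0.43 (percentile 41.2) in CLP over sham neutrophil-like cells over both compartments, and −0.067 (percentile 9.76) within the spleen. In macrophage-like cells the medians were 0.35 (percentile 55.9) and −0.42 (percentile 8.57), in B cell-like cells −0.71 over both compartments and in T cell-like cells −0.52. *Nlrp3* (chromosome 11 from 59541568 to 59566956) was at 339.8 CPM (95% interval 332 to 347) in neutrophil-like cells of the peritoneal cavity of CLP mice, 9.58 CPM (95% interval 6.93 to 12.9) in the spleen of CLP mice and 7.23 CPM (95% interval 5.65 to 9.12) in the spleen of sham mice. Within the spleen it was 1.33-fold higher (95% interval 0.886 to 1.96) in CLP mice.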

Additional evaluation at earlier and later time points would precisely depict the kinetics of the cell frequency and phenotype. Second, only observational data were included in the present study and the interventional studies were not conducted on the genes or cells we mentioned here. Knockdown or specific depletion of those genes or cells would firmly demonstrate the significance of our findings. Third, our paper does not contain human data. Recently, more and more scRNA-seq data have been available in the public database (41). Nevertheless, in addition to blood samples, it is still challenging to obtain patient samples from closed compartments or organs, such as peritoneal cavity or spleen, especially during sepsis. Incorporating patient data from these regions would contribute valuable insights and enhance the clinical relevance of animal studies.

In summary, we have comprehensively evaluated the distribution, phenotype, and subsets of immune cells under normal and septic conditions by implementing scRNA-seq. The frequency and characteristics of cells altered dramatically after sepsis in different compartments, and each cell population consisted of distinct subtypes. We have identified novel areas within sepsis that remain largely unexplored, notably encompassing cell aging across diverse cell types and ribosomal activities. These less traveled scientific areas present an enticing opportunity for future investigations. To further substantiate our current findings, there is a need for more targeted interventional studies concentrating on specific molecules and cells. The eagerly anticipated results from such studies will add rigor to and validate our present discoveries.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE249975 (GEO).

## Ethics statement

The animal study was approved by Feinstein Institutes for Medical Research. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

AM: Conceptualization, Data curation, Formal Analysis, Investigation, Methodology, Software, Validation, Visualization, Writing – original draft, Writing – review & editing. AJ: Conceptualization, Formal Analysis, Investigation, Methodology, Software, Writing – review & editing. MA: Conceptualization, Formal Analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing. PW: Conceptualization, Formal Analysis, Funding acquisition, Project administration, Resources, Supervision, Writing – review & editing.

# Supplementary material for: Transcriptomic profiling of immune cells in murine polymicrobial sepsis
**Source:** Front Immunol. 2024 Jan 26;15:1347453. doi: 10.3389/fimmu.2024.1347453
**Supplement:** Supplementary file 2

| **gene** | **p_val** | **avg_log2FC** | **pct.1** | **pct.2** | **p_val_adj** |
| --- | --- | --- | --- | --- | --- |
| Cxcl2 | 5.79E-10 | 6.413280372 | 0.999 | 0.692 | 1.06E-05 |
| Ccl4 | 1.02E-09 | 5.965637129 | 0.991 | 0.462 | 1.86E-05 |
| Ccl3 | 6.30E-10 | 5.459712332 | 0.997 | 0.462 | 1.15E-05 |
| Il1rn | 9.75E-10 | 3.844333271 | 0.996 | 0.538 | 1.78E-05 |
| Fth1 | 8.52E-10 | 3.775212429 | 1 | 1 | 1.56E-05 |
| Cxcl3 | 3.66E-08 | 3.661069444 | 0.895 | 0.077 | 0.000669383 |
| Thbs1 | 5.00E-07 | 3.63052419 | 0.9 | 0.538 | 0.009155499 |
| Acod1 | 7.76E-09 | 3.301941531 | 0.975 | 0.385 | 0.000142142 |
| Ier3 | 6.88E-09 | 3.174738877 | 0.971 | 0.154 | 0.000125911 |
| Sod2 | 1.38E-08 | 3.007454523 | 0.971 | 0.538 | 0.000252831 |
| Cd14 | 1.01E-08 | 2.848518981 | 0.991 | 0.615 | 0.000185437 |
| Slc15a3 | 3.32E-09 | 2.789347215 | 0.963 | 0.154 | 6.07E-05 |
| AA467197 | 1.91E-07 | 2.774931645 | 0.902 | 0.231 | 0.003504812 |
| Hcar2 | 1.12E-07 | 2.764043428 | 0.933 | 0.462 | 0.002058594 |
| Cstb | 3.06E-07 | 2.668610152 | 0.891 | 0.231 | 0.005607078 |
| Esd | 3.41E-08 | 2.63314833 | 0.946 | 0.538 | 0.000624168 |
| Slc7a11 | 3.55E-08 | 2.606391725 | 0.991 | 0.385 | 0.000649476 |
| Gadd45b | 1.39E-06 | 2.588243031 | 0.92 | 0.538 | 0.025370053 |
| Traf1 | 1.41E-07 | 2.551703117 | 0.84 | 0 | 0.002573076 |
| Lcn2 | 3.27E-09 | 2.52144503 | 1 | 0.846 | 5.99E-05 |
| Plin2 | 2.07E-07 | 2.387717377 | 0.922 | 0.385 | 0.003791864 |
| Furin | 3.22E-07 | 2.374205199 | 0.899 | 0.308 | 0.005890354 |
| Qsox1 | 3.76E-07 | 2.352423133 | 0.809 | 0 | 0.006885519 |
| Dock10 | 5.92E-07 | 2.314246655 | 0.845 | 0.154 | 0.010831692 |
| Pik3ap1 | 2.49E-08 | 2.272473704 | 0.924 | 0.154 | 0.000456237 |
| Nfkbia | 7.03E-08 | 2.211148442 | 0.998 | 0.923 | 0.00128672 |
| Tgoln1 | 3.34E-07 | 2.17238979 | 0.871 | 0.154 | 0.00611929 |
| Ctsb | 1.06E-07 | 2.136645661 | 0.948 | 0.692 | 0.001947127 |
| Sqstm1 | 1.71E-06 | 2.085459655 | 0.862 | 0.308 | 0.031357843 |
| Cd9 | 6.28E-08 | 1.950730067 | 0.981 | 0.769 | 0.001149681 |

**Supplemental Table 1. Differentially-expressed genes of CLP vs sham in neutrophils.**

avg_log2FC, log fold-change of the average expression between the two groups (positive values indicate that the gene is more highly expressed in CLP); pct.1, percent of CLP cells with detected expression of the gene; pct.2, percent of sham cells with detected expression the gene; p_val_adj, adjusted p-value based on Bonferroni correction using all genes in the dataset.

**Supplemental Table 2. Differentially-expressed genes of CLP vs sham in macrophages.**

| **gene** | **p_val** | **avg_log2FC** | **pct.1** | **pct.2** | **p_val_adj** |
| --- | --- | --- | --- | --- | --- |
| S100a9 | 4.75E-223 | 4.14810227 | 0.985 | 0.043 | 8.69E-219 |
| S100a8 | 2.02E-181 | 3.998803516 | 1 | 0.06 | 3.69E-177 |
| Hbb-bs | 5.45E-211 | 3.331775881 | 0.806 | 0.029 | 9.97E-207 |
| Fth1 | 6.15E-37 | 3.04187224 | 1 | 1 | 1.13E-32 |
| AW112010 | 3.10E-59 | 2.854162734 | 0.776 | 0.145 | 5.67E-55 |
| Spic | 5.57E-242 | 2.666825742 | 0.642 | 0.012 | 1.02E-237 |
| Cxcl2 | 1.31E-112 | 2.655776213 | 0.97 | 0.104 | 2.40E-108 |
| Cd14 | 4.84E-20 | 2.639939682 | 0.97 | 0.754 | 8.86E-16 |
| Hmox1 | 3.05E-38 | 2.6087444 | 0.896 | 0.309 | 5.58E-34 |
| Vcam1 | 5.02E-230 | 2.599418484 | 0.687 | 0.016 | 9.19E-226 |
| Lcn2 | 6.67E-153 | 2.335314649 | 0.955 | 0.066 | 1.22E-148 |
| Marcks | 6.50E-78 | 2.278322506 | 0.881 | 0.127 | 1.19E-73 |
| Ngp | 4.53E-247 | 2.082786354 | 0.955 | 0.035 | 8.29E-243 |
| Mt1 | 6.48E-22 | 1.951818661 | 1 | 0.884 | 1.19E-17 |
| Hba-a1 | 1.16E-131 | 1.94780814 | 0.313 | 0.005 | 2.13E-127 |
| Hilpda | 7.45E-65 | 1.891065628 | 0.403 | 0.028 | 1.36E-60 |
| Igkc | 3.40E-115 | 1.889392292 | 0.851 | 0.074 | 6.22E-111 |
| Acp5 | 6.43E-163 | 1.855732555 | 0.537 | 0.015 | 1.18E-158 |
| Basp1 | 4.58E-78 | 1.839633815 | 0.507 | 0.037 | 8.38E-74 |
| Lgmn | 5.71E-12 | 1.71372524 | 0.672 | 0.58 | 1.05E-07 |
| Tmsb10 | 2.02E-29 | 1.697402478 | 1 | 0.556 | 3.69E-25 |
| Rgs1 | 3.54E-25 | 1.695769287 | 0.507 | 0.127 | 6.47E-21 |
| Hbb-bt | 2.04E-83 | 1.652847543 | 0.254 | 0.006 | 3.74E-79 |
| Ass1 | 1.40E-187 | 1.618812693 | 0.478 | 0.008 | 2.57E-183 |
| Cstb | 1.40E-40 | 1.598705532 | 0.925 | 0.273 | 2.57E-36 |
| Btg1 | 1.47E-61 | 1.546316573 | 0.985 | 0.199 | 2.69E-57 |
| H3f3b | 3.56E-19 | 1.50027037 | 1 | 0.997 | 6.52E-15 |
| Gde1 | 8.22E-25 | 1.49763963 | 0.493 | 0.124 | 1.50E-20 |
| Cd47 | 7.97E-23 | 1.492045177 | 0.97 | 0.616 | 1.46E-18 |
| Cd74 | 5.44E-51 | 1.490674905 | 0.97 | 0.205 | 9.96E-47 |

avg_log2FC, log fold-change of the average expression between the two groups (positive values indicate that the gene is more highly expressed in CLP); pct.1, percent of CLP cells with detected expression of the gene; pct.2, percent of sham cells with detected expression the gene; p_val_adj, adjusted p-value based on Bonferroni correction using all genes in the dataset.

**Supplemental Table 3. Differentially-expressed genes of CLP vs sham in B cells.**

| **gene** | **p_val** | **avg_log2FC** | **pct.1** | **pct.2** | **p_val_adj** |
| --- | --- | --- | --- | --- | --- |
| Ighg2c | 4.33E-34 | 6.471125092 | 0.161 | 0.005 | 7.92E-30 |
| Jchain | 1.53E-54 | 4.324386159 | 0.571 | 0.054 | 2.81E-50 |
| Ighm | 1.74E-11 | 3.707038291 | 0.911 | 0.991 | 3.18E-07 |
| Iglv1 | 9.22E-24 | 3.01798691 | 0.5 | 0.097 | 1.69E-19 |
| Mt1 | 4.42E-18 | 2.842315803 | 0.446 | 0.107 | 8.09E-14 |
| Xbp1 | 2.22E-24 | 2.214844735 | 0.625 | 0.166 | 4.06E-20 |
| Gm49980 | 5.04E-36 | 2.158652631 | 0.911 | 0.317 | 9.23E-32 |
| Herpud1 | 4.96E-09 | 1.812147606 | 0.661 | 0.348 | 9.08E-05 |
| Ly6c2 | 4.61E-28 | 1.648488568 | 0.429 | 0.06 | 8.44E-24 |
| Sec11c | 2.54E-12 | 1.545415258 | 0.857 | 0.605 | 4.65E-08 |
| Lgmn | 1.07E-62 | 1.537886264 | 0.875 | 0.125 | 1.96E-58 |
| Tent5c | 6.37E-70 | 1.520091435 | 0.554 | 0.036 | 1.17E-65 |
| Mzb1 | 1.46E-06 | 1.489528043 | 0.911 | 0.785 | 0.026780827 |
| Ssr4 | 7.17E-13 | 1.380946872 | 0.893 | 0.626 | 1.31E-08 |
| Iglc2 | 4.60E-07 | 1.368291538 | 0.732 | 0.913 | 0.008419106 |
| Txndc5 | 5.57E-08 | 1.338450551 | 0.536 | 0.274 | 0.001019565 |
| Pim1 | 1.72E-15 | 1.315005231 | 0.75 | 0.329 | 3.15E-11 |
| B2m | 4.92E-15 | 1.26071944 | 1 | 0.961 | 9.01E-11 |
| Trp53inp1 | 1.61E-26 | 1.258549901 | 0.571 | 0.115 | 2.95E-22 |
| Mt2 | 2.72E-31 | 1.240922992 | 0.179 | 0.007 | 4.98E-27 |
| H13 | 3.44E-16 | 1.231325546 | 0.625 | 0.214 | 6.29E-12 |
| Prdx4 | 5.42E-28 | 1.201025257 | 0.589 | 0.119 | 9.93E-24 |
| Creld2 | 2.25E-29 | 1.099661888 | 0.518 | 0.085 | 4.13E-25 |
| Prg2 | 1.52E-70 | 1.094053974 | 0.357 | 0.011 | 2.79E-66 |
| Fkbp11 | 1.89E-13 | 1.090989797 | 0.357 | 0.083 | 3.47E-09 |
| Txndc11 | 6.17E-20 | 1.077305726 | 0.5 | 0.115 | 1.13E-15 |
| Edem1 | 5.10E-16 | 1.077011629 | 0.482 | 0.126 | 9.34E-12 |
| Mki67 | 6.39E-15 | 1.066782351 | 0.268 | 0.042 | 1.17E-10 |
| Tmed10 | 2.50E-12 | 1.048283084 | 0.804 | 0.413 | 4.58E-08 |
| Fkbp2 | 2.31E-11 | 1.046961581 | 0.518 | 0.201 | 4.22E-07 |

avg_log2FC, log fold-change of the average expression between the two groups (positive values indicate that the gene is more highly expressed in CLP); pct.1, percent of CLP cells with detected expression of the gene; pct.2, percent of sham cells with detected expression the gene; p_val_adj, adjusted p-value based on Bonferroni correction using all genes in the dataset.

**Supplemental Table 4. Differentially-expressed genes of CLP vs sham in T cells.**

| **gene** | **p_val** | **avg_log2FC** | **pct.1** | **pct.2** | **p_val_adj** |
| --- | --- | --- | --- | --- | --- |
| Cxcl2 | 1.80E-08 | 2.885948834 | 0.219 | 0.131 | 0.000330098 |
| Emb | 5.55E-155 | 1.710724432 | 0.899 | 0.668 | 1.02E-150 |
| Junb | 5.47E-110 | 1.411692764 | 0.821 | 0.403 | 1.00E-105 |
| Vps37b | 5.85E-135 | 1.359681849 | 0.788 | 0.298 | 1.07E-130 |
| Ifngr1 | 5.07E-111 | 1.27317505 | 0.845 | 0.44 | 9.27E-107 |
| 4932438A13Rik | 6.56E-89 | 1.144663106 | 0.746 | 0.377 | 1.20E-84 |
| Ptpn22 | 2.60E-90 | 1.089866822 | 0.797 | 0.466 | 4.75E-86 |
| Mt1 | 8.54E-34 | 1.048969906 | 0.211 | 0.038 | 1.56E-29 |
| Zeb1 | 9.59E-82 | 1.033813269 | 0.642 | 0.262 | 1.76E-77 |
| S100a8 | 3.52E-08 | 1.024677175 | 0.847 | 0.897 | 0.000643854 |
| Ctla4 | 4.64E-49 | 1.008914347 | 0.304 | 0.058 | 8.49E-45 |
| Ramp3 | 8.68E-88 | 0.953686484 | 0.367 | 0.027 | 1.59E-83 |
| Socs3 | 5.44E-80 | 0.950760212 | 0.569 | 0.175 | 9.95E-76 |
| Cblb | 1.52E-88 | 0.947654136 | 0.649 | 0.238 | 2.78E-84 |
| Srgn | 2.01E-35 | 0.939286413 | 0.911 | 0.791 | 3.68E-31 |
| Gramd3 | 6.36E-66 | 0.937971215 | 0.706 | 0.385 | 1.16E-61 |
| Klhl6 | 6.64E-48 | 0.925304876 | 0.626 | 0.359 | 1.22E-43 |
| Txnip | 2.68E-45 | 0.917291296 | 0.866 | 0.768 | 4.91E-41 |
| Bcl2l11 | 9.83E-79 | 0.883043781 | 0.547 | 0.161 | 1.80E-74 |
| Ssh2 | 1.13E-70 | 0.87952687 | 0.806 | 0.493 | 2.07E-66 |
| Tnfrsf4 | 3.17E-08 | 0.87698911 | 0.167 | 0.087 | 0.000579995 |
| Hif1a | 2.47E-43 | 0.875781379 | 0.487 | 0.217 | 4.52E-39 |
| Tut4 | 4.40E-67 | 0.86594285 | 0.759 | 0.477 | 8.05E-63 |
| Gimap6 | 5.74E-83 | 0.864273219 | 0.909 | 0.771 | 1.05E-78 |
| Cebpb | 3.46E-33 | 0.852258031 | 0.392 | 0.168 | 6.34E-29 |
| Nfkbia | 9.29E-33 | 0.848210278 | 0.734 | 0.554 | 1.70E-28 |
| Fam107b | 2.16E-66 | 0.839651989 | 0.71 | 0.381 | 3.95E-62 |
| Ccl3 | 1.52E-06 | 0.826360305 | 0.103 | 0.048 | 0.027858553 |
| P2ry10 | 6.82E-90 | 0.819430697 | 0.531 | 0.118 | 1.25E-85 |
| Ndrg3 | 2.89E-51 | 0.818911656 | 0.472 | 0.175 | 5.29E-47 |

avg_log2FC, log fold-change of the average expression between the two groups (positive values indicate that the gene is more highly expressed in CLP); pct.1, percent of CLP cells with detected expression of the gene; pct.2, percent of sham cells with detected expression the gene; p_val_adj, adjusted p-value based on Bonferroni correction using all genes in the dataset.

**Supplemental Table 5. Differentially-expressed genes of neutrophil subsets.**

avg_log2FC, log fold-change of the average expression between subcluster X and other neutrophils (positive values indicate that the gene is more highly expressed in subcluster X); pct.1, percent of subcluster X cells with detected expression of the gene; pct.2, percent of all other neutrophils with detected expression of the gene; p_val_adj, adjusted p-value based on Bonferroni correction using all genes in the dataset.

**Supplemental Table 6. Differentially-expressed genes of macrophage subsets.**

avg_log2FC, log fold-change of the average expression between subcluster X and other macrophages (positive values indicate that the gene is more highly expressed in subcluster X); pct.1, percent of subcluster X cells with detected expression of the gene; pct.2, percent of all other macrophages with detected expression of the gene; p_val_adj, adjusted p-value based on Bonferroni correction using all genes in the dataset.

**Supplemental Table 7.** **Differentially-expressed genes of B cell subsets.**

avg_log2FC, log fold-change of the average expression between subcluster X and other B cells (positive values indicate that the gene is more highly expressed in subcluster X); pct.1, percent of subcluster X cells with detected expression of the gene; pct.2, percent of all other B cells with detected expression of the gene; p_val_adj, adjusted p-value based on Bonferroni correction using all genes in the dataset.

**Supplemental Table 8.** **Differentially-expressed genes of T cell subsets.**

avg_log2FC, log fold-change of the average expression between subcluster X and other T cells (positive values indicate that the gene is more highly expressed in subcluster X); pct.1, percent of subcluster X cells with detected expression of the gene; pct.2, percent of all other T cells with detected expression of the gene; p_val_adj, adjusted p-value based on Bonferroni correction using all genes in the dataset.

How the deposited data were processed for this re-analysis (not part of the article)

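Single-cell RNA libraries were made by the authors from the spleen and the peritoneal lavage of male mice 20 h after CLP or sham surgery, with the cells of 3 mice pooled into each of the 4 libraries and 1 library per condition. The deposited values are raw UMI counts per gene and cell barcode: the authors sequenced 10× Genomics 3′ v3.1 libraries, aligned and counted them with Cell Ranger 6.0.0 with its mm10 reference and kept the barcodes it called as cells, without normalization. The deposited counts are from before the authors' removal of doublets and of cells by gene number or mitochondrial share, since the barcodes number the cells that the paper gives for Cell Ranger. The files hold 32285 genes, of which 32158 were matched by Ensembl identifier to GENCODE M21 for coordinates and transcript lengths.

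The authors' filters were applied here to the counts. DoubletFinder was not available, so doublet scores came from Scrublet in scanpy, and the barcodes with the highest scores were removed at 0.8% per 1000 barcodes. Cells with under 200 genes or over 5% mitochondrial UMIs were removed, which left 5358 cells (spleen, sham), 3179 (spleen, CLP), 4213 (peritoneal cavity, sham) and 6063 (peritoneal cavity, CLP). SCTransform, with the mitochondrial percentage regressed out, and 50 principal components were followed by the Harmony algorithm over the compartment (the authors also corrected for the sequencing run, which the sample labels do not give), rewritten in R from its published description (theta 2, sigma 0.1, at most 50 rounds), 20 dimensions, 20 neighbors and Louvain clusters at a resolution of 0.8.

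Cells were named by lists of markers written from general knowledge and the markers in the paper. The cells of each library in a cluster were named together where there were at least 10. A marker counted where it was detected in at least 10% of these cells and its level was at least 1 log2 unit above all other cells. The name with the largest share of its markers counted was given, with 0.1 added for each marker among the 10 genes of largest fold. A group was left unnamed where fewer than 3 markers counted, where another name had more markers among those 10 genes, where at least 3 of *Mpo*, *Elane*, *Prtn3* and *Ctsg* were among them and the best name was not neutrophil, or where its UMIs per cell were low and none of its markers was among them. Naming by library and the rule on *Mpo*, *Elane*, *Prtn3* and *Ctsg* were decided after the clusters were seen. A name ending in -like rests on RNA markers alone.

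UMIs were summed over the cells of each name in each library and given as CPM of the sum. CLP was compared with sham over both compartments and within the spleen, and no test was made since no condition has a second library. A ratio against 0 UMIs is a lower bound against 3 counts over the group. Shares have exact binomial, levels exact Poisson and ratios exact conditional intervals at 95%. The kept cells had a median of 4457 UMIs (spleen, sham), 3877 (spleen, CLP), 12655 (peritoneal cavity, sham) and 4969 (peritoneal cavity, CLP). The precision follows the sums, which ran from 163717 UMIs (macrophage-like, spleen, CLP) to 46095696 (macrophage-like, peritoneal cavity, sham) among the 4 main types.

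Gene lists were written from general knowledge before any value was seen: targets of NF-κB (25 genes), the responses to lipopolysaccharide (25), hypoxia (25) and endoplasmic reticulum stress (25), iron handling (20), glycolysis (18), MHC class II (10), DNA replication (25), extracellular matrix and coagulation (20), B-1 and B-2 cells (15 each), the inflammasome (8), antigen-presenting aged neutrophils with nectin-2 and serpin B2 (10), erythrocyte transcripts (5) and transcripts abundant in neutrophils (10) and in B cells (10). Ribosomal protein genes were taken by name pattern. A list's value is the median log2 ratio of its genes with at least 10 UMIs, with 1 CPM added, and its percentile among 10000 random lists of the same size matched in 20 bins of expression. Enrichment in the MSigDB sets of the paper was not computed, as these sets were not at hand.

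Genes are named in the text by a rule set at the start: every gene the paper names, the markers, the lists, and for each main type the 5 genes with the largest and the 5 with the smallest ratio within the spleen among genes with at least 50 UMIs and at least 100 CPM in the higher library. The paper's tables had been read when the rule was written. For subsets, the cells of each type were clustered again with the genes listed by the paper left out of the features, at the lowest resolution, from 0.05 in steps of 0.05, that gave at least the paper's number of clusters, and each cluster was set beside the subset whose listed genes were most often higher in it, with ties settled by the larger median log2 ratio. B and plasma cells were clustered together.

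The alternatives tried were a mitochondrial limit of 10% or none, at least 500 genes per cell, no doublet removal or the threshold of Scrublet itself, no batch correction, log-normalized values with 2000 variable genes, resolutions of 0.4 and 1.2, the spleen or the peritoneal cavity alone, the mean over cells of counts scaled to 10000, 10 CPM added, no minimum of UMIs, the listed genes kept in the features and the library in Harmony. Added after the data were seen were names for whole clusters and a scale of 5811 UMIs per cell beside the paper's fold changes.

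The steps were tested on simulated data. With 200 genes changed, the intervals held the true fold for 95.6% of 8871 genes at the depth of neutrophils, 95.7% of 2557 for macrophages, 96.2% of 9066 for B cells and 95.7% of 9058 for T cells. A raised list was at percentile 100 in all 4. The counts were drawn from the Poisson model that the intervals assume, so this checks the computation and not the variation between mice or pools. Where a pair of simulated batches held the same cell types, the Harmony algorithm raised neighbors from the other batch from 0.003% to 49.2%, with 0% of another type. Where no type was in both batches, 0% of neighbors were from the other batch and 0% of another type after correction. The simulated types lay well apart. These values therefore do not exclude mixing of types in the real cells, where single clusters held T cell-like and neutrophil-like cells.

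Tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0, sctransform 0.4.2, Matrix 1.6.5 and RANN 2.6.2. Left out were the measurements of the paper other than single-cell RNA, since no data for them were at hand, and comparisons of the peritoneal cavity alone where a type had fewer than 10 cells in a library.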

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

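In this part the tests of the mitochondrial limit, of the pooled animals and of doublets were chosen only after the result was seen, and naming whole clusters is an alternative added after the data were seen.

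The share of neutrophil-like cells moved in opposite directions in the 2 compartments. In CLP mice it was −5.16 percentage points from the sham share in the spleen (10.6% against 15.7%) and 77.8 points above it in the peritoneal cavity (77.8% against 0). The opposite directions made it stand out, and with 1 library per condition the difference between the compartments was not tested. A loss of neutrophils of the spleen of CLP mice at the mitochondrial limit is argued against, since with no limit the difference in the spleen was −6.87 points. Over the 8 alternatives set at the start for these shares it lay between −6.87 and −5.02 points in the spleen and between 72.8 and 80.0 points in the peritoneal cavity. Counted per T cell-like cell, neutrophil-like cells of the spleen of CLP mice were at 0.599 times the ratio of sham mice. A difference between the pooled animals or the cell preparations cannot be told apart from an effect of CLP, because each condition has a single pool. A move of neutrophils from the spleen or the blood to the site of infection stays open as a biological explanation that no value here tests.

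The share of monocyte-like cells also moved in opposite directions, by −8.85 percentage points in the spleen and by 11.0 points in the peritoneal cavity, and the difference between the compartments was not tested. In the spleen of CLP mice no group of cells was named monocyte-like, against 8.85% in the spleen of sham mice. That 0 depends on the naming. It held with a mitochondrial limit of 10% or none and at both other resolutions, but the share was 2.85% with at least 500 genes per cell, 2.42% on log-normalized values, 2.51% without doublet removal, 1.89% without batch correction and 5.95% where whole clusters were named. The share of the spleen of sham mice was 4.57% to 10.3% over the same alternatives without the last, in which it was 8.85%, so the share of CLP mice was the lower one in each. The absence of such cells may therefore be a matter of naming, while the lower share was found in every alternative run. The same limit of 1 pool per condition holds, and no biological explanation was tested.

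Monocyte-like cells of the peritoneal cavity of CLP mice stood out by themselves, since the paper reports no values for them and they were 15.7% of the cells there, against 4.70% in the peritoneal cavity of sham mice. Doublets of neutrophils with other cells are argued against, since *S100a8* stood at 10.4% of its level in the neutrophil-like cells of that library, well under the level that a mix of about equal parts would need. The share was 14.7% to 20.2% over the 8 alternatives set at the start and 14.6% with whole clusters named, and that of sham mice 3.66% to 4.86% and 6.34%. The CLP and sham cells share no cluster: 92.9% of the CLP cells lay in cluster 4 and the rest in 15, and 169 of the 198 sham cells in cluster 17, whose cells of both spleen libraries are named dendritic cell-like, and the rest in 23. They are thus not known to be of the same kind. An influx of monocytes in CLP, a change in their state and a difference between the pools all stay open.

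Dendritic cell-like cells stood out in the spleen of CLP mice, at 6.29% against 2.93% in the spleen of sham mice, since the paper reports no values for them. The share depends on the naming. Of the 200 cells, 156 lay in cluster 4, which as a whole is named monocyte-like, and the share was 6.32% at both other resolutions, 2.59% with at least 500 genes per cell, 2.26% on log-normalized values, 2.52% without batch correction, 2.51% without doublet removal, 2.55% with no mitochondrial limit, 0.477% with a limit of 10% and 0 where whole clusters were named. In the spleen of sham mice it was 2.88%, 2.56%, 2.76%, 3.03% and 1.58% in the alternatives on genes per cell, log-normalized values, batch correction, doublets and the limit of 10%, so in these 5 the share of CLP mice was not the higher one. Most of these dendritic cell-like cells may thus be monocytes, or cells between the names. Whether dendritic cells rose in CLP stays open.

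Cells with markers of stromal, endothelial or mesothelial cells stood out in the peritoneal cavity of CLP mice, at 0.594% (36 cells), since the paper reports no values for them and no group of at least 10 cells was named so in the other 3 libraries. Their cluster also held 7 cells of the peritoneal cavity of sham mice and 2 cells each of the spleen of sham and of CLP mice, too few to be named. Over the alternatives set at the start the share was 0.563% to 0.834%. In the peritoneal cavity of sham mice it was 0 in all of these but the mitochondrial limit of 10%, with 0.291%. Whole-cluster naming gave 0.166% there. No technical or biological explanation was tested, and cells shed in surgery or lavage and a change of the lining in CLP both stay open.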

How the results depend on the processing

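Naming whole clusters, and scaling to the median UMIs per cell beside the paper's values, are alternatives added after the data were seen, and the choice of which values count as main results was also made after values were seen. All other alternatives were set at the start. The test of the mitochondrial limit on B cells was chosen only after the result was seen. No paired analysis was possible because each condition has 1 library, and there was no replicate to leave out in turn. A value counts as moved here when it left its counting interval (a count of cells or genes, when it changed by more than 1.5 times), and as reversed when it was called in the main analysis and its sign changed. A share difference was called where the intervals of the 2 shares did not overlap, a gene where the interval of its ratio excluded 1, and a list where its median lay outside the middle 95% of random lists. The paragraphs on single alternatives list the main results that moved and every value that reversed, each with that of the main analysis in brackets. Other values that moved are counted but not listed there.

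Over all alternatives, 54 of the 250 values of main results moved and 196 did not. None is counted as reversed, but those that moved are counts and percentages, which have no sign to change. The lack of reversals is therefore no evidence that they are stable. Of the other values, which are single genes, list medians, share differences and further shares, those of the CLP spleen among them, 859 did not move, 731 moved and 37 reversed. Among those that moved, 90 values not called in the main analysis changed sign. The neutrophil-like share of the CLP peritoneal cavity was 72.8% to 80.0% over the 8 alternatives set at the start for shares, and the macrophage-like share of the sham peritoneal cavity 70.1% to 79.4%. Shares of macrophage-like and B cell-like cells of the CLP peritoneal cavity were 0 in all of these, and so were T cell-like cells there and neutrophil-like cells of the sham peritoneal cavity. The B cell-like share of the CLP spleen was 23.4% to 49.0% over these 8 (24.3% in the main analysis) and moved in 6, all but the other resolutions. The T cell-like share there was 13.5% to 21.5% (21.1%) and moved in 4: a mitochondrial limit of 10% or none, no batch correction and a resolution of 1.2. CLP minus sham differences in the spleen with both signs over these 8, in percentage points, were among the 4 main types those of B cells (−2.22 to 12.3), T cells (−1.91 to 3.47) and macrophages (−1.47 to 1.71). Among the other names they were those of dendritic cells (−1.10 to 6.32), NK cells (−1.82 to 3.67), erythroid cells (−4.52 to 6.01) and plasma cells (−0.213 to 2.23), and of unnamed cells (−3.65 to 8.84). All 30 genes of Supplementary Table 1 were higher in CLP neutrophil-like cells in all 9 alternatives run for it, and 29 or 30 of the 30 of Supplementary Table 4 in T cell-like cells. Of Supplementary Table 2, 30 were higher in macrophage-like cells in all but the spleen alone, with 23. Of Supplementary Table 3, 13 to 16 were higher in B cell-like cells alone. With plasma cells counted in, 18 to 25 were higher over the 8 alternatives set at the start, all under the 26 of the main analysis. NF-κB target genes were higher in CLP neutrophil-like cells for 96% in the 10 alternatives set at the start.

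With a mitochondrial limit of 10%, these main results moved: cells kept in the CLP spleen 6081 (3179), neutrophils in the CLP peritoneal cavity 75.0% (77.8%), macrophages in the sham peritoneal cavity 70.9% (76.1%), B cells in the sham spleen 35.0% (24.6%), T cells in the sham spleen 13.8% (18.8%), NF-κB target genes higher in CLP macrophages 100% (91.7%), cells of macrophage #1 from the sham peritoneal cavity 95.7% (98.3%), cells of B-cell #1 from the sham peritoneal cavity 21.3% (28.0%) and cells of T-cell #0 from the CLP spleen 98.2% (99.8%). Log2 values reversed for *Sec11c* in B plus plasma cells −0.068 (0.29), *Jchain* in B cells 0.070 (−1.61), *Ly6c2* in B cells −0.30 (0.65), B-1 cell genes in macrophages 0.10 (−2.01) and abundant B cell genes in T cells 0.0060 (−0.69).

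With no mitochondrial limit, these main results moved: cells kept in the CLP spleen 6857 (3179), neutrophils in the CLP peritoneal cavity 72.8% (77.8%), macrophages in the sham peritoneal cavity 70.1% (76.1%), B cells in the sham spleen 36.7% (24.6%), T cells in the sham spleen 13.3% (18.8%), lipopolysaccharide response genes higher in CLP macrophages 95.8% (82.6%), cells of neutrophil #1 from the CLP peritoneal cavity 82.6% (86.0%), cells of macrophage #1 from the sham peritoneal cavity 90.6% (98.3%), cells of macrophage #3 from the sham peritoneal cavity 69.1% (90.7%), cells of B-cell #1 from the sham peritoneal cavity 25.4% (28.0%) and cells of T-cell #0 from the CLP spleen 98.1% (99.8%). Log2 values reversed for *Ighm* in B plus plasma cells −0.10 (1.03), *Iglv1* in B plus plasma cells −0.20 (0.93), *Ly6c2* in B plus plasma cells −0.10 (0.91), *Sec11c* in B plus plasma cells −0.13 (0.29), *Jchain* in B cells 0.81 (−1.61), *Ly6c2* in B cells −1.20 (0.65) and abundant B cell genes in T cells 0.16 (−0.69).

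With at least 500 genes per cell, these main results moved: neutrophils in the CLP peritoneal cavity 80.0% (77.8%), macrophages in the sham peritoneal cavity 79.2% (76.1%), B cells in the sham spleen 27.4% (24.6%), T cells in the sham spleen 21.2% (18.8%), cells of macrophage #1 from the sham peritoneal cavity 99.0% (98.3%) and cells of T-cell #0 from the CLP spleen 100% (99.8%). Log2 values reversed for ribosomal protein genes in macrophages 0.076 (−0.64).

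Without doublet removal, these main results moved: macrophages in the sham peritoneal cavity 79.3% (76.1%), cells of macrophage #1 from the sham peritoneal cavity 98.9% (98.3%), cells of B-cell #1 from the sham peritoneal cavity 24.0% (28.0%) and cells of T-cell #0 from the CLP spleen 94.8% (99.8%). Log2 values reversed for *Jchain* in B cells 0.76 (−1.61) and erythrocyte genes in B cells −0.65 (1.48).

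Without batch correction, these main results moved: macrophages in the sham peritoneal cavity 79.3% (76.1%), T cells in the sham spleen 15.8% (18.8%), cells of neutrophil #1 from the CLP peritoneal cavity 100% (86.0%), cells of macrophage #1 from the sham peritoneal cavity 100% (98.3%), cells of macrophage #3 from the sham peritoneal cavity 100% (90.7%), cells of B-cell #1 from the sham peritoneal cavity 96.4% (28.0%) and cells of T-cell #0 from the CLP spleen 100% (99.8%).

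On log-normalized values with 2000 variable genes, these main results moved: neutrophils in the CLP peritoneal cavity 76.6% (77.8%), macrophages in the sham peritoneal cavity 79.4% (76.1%), cells of neutrophil #1 from the CLP peritoneal cavity 69.0% (86.0%) and cells of macrophage #1 from the sham peritoneal cavity 100% (98.3%). Log2 values reversed for *Ly6c2* in B cells −1.12 (0.65) and *S100a8* in T cells 0.79 (−0.46).

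At a resolution of 1.2, these main results moved: macrophages in the sham peritoneal cavity 78.8% (76.1%).

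With the listed genes kept in the features, these main results moved: cells of neutrophil #1 from the CLP peritoneal cavity 77.9% (86.0%), cells of macrophage #1 from the sham peritoneal cavity 100% (98.3%), cells of macrophage #3 from the sham peritoneal cavity 95.04% (90.7%), cells of B-cell #1 from the sham peritoneal cavity 31.2% (28.0%) and cells of T-cell #0 from the CLP spleen 100% (99.8%).

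With the library in place of the compartment in Harmony, these main results moved: cells of macrophage #1 from the sham peritoneal cavity 99.9% (98.3%), cells of macrophage #3 from the sham peritoneal cavity 96.0% (90.7%) and cells of B-cell #1 from the sham peritoneal cavity 22.5% (28.0%).

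With the mean over cells of counts scaled to 10000 per cell, log2 values reversed for *Xbp1* in B plus plasma cells −0.065 (0.95), *Sec11c* in B plus plasma cells −0.081 (0.29), *Jchain* in B cells 0.37 (−1.61) and *Ly6c2* in B cells −0.018 (0.65).

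With the spleen alone, log2 values reversed for *S100a9* in macrophages −0.27 (5.71), *S100a8* in macrophages −0.82 (4.50), *Hbb-bs* in macrophages −2.84 (4.29), *Ly6c2* in B cells −0.12 (0.65), abundant B cell genes in neutrophils 0.44 (−1.39), ribosomal protein genes in neutrophils 0.35 (−1.31), endoplasmic reticulum stress genes in macrophages 0.079 (−0.63), MHC class II genes in macrophages −1.65 (1.67), aged neutrophil genes in macrophages −0.92 (1.72), erythrocyte genes in macrophages −2.84 (4.29), abundant neutrophil genes in macrophages −0.27 (4.97) and abundant B cell genes in macrophages −0.94 (2.29). These comparisons leave out the peritoneal libraries by construction, and all CLP macrophage-like cells are from the spleen.

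With whole clusters named, these main results moved: neutrophils in the CLP peritoneal cavity 58.2% (77.8%), macrophages in the sham peritoneal cavity 70.5% (76.1%), NF-κB target genes higher in CLP B cells 100% (81.0%) and NF-κB target genes higher in CLP T cells 100% (95.2%). Values reversed for the T cell difference of the peritoneal cavity in percentage points 13.6 (−1.88), *S100a8* in T cells 6.01 (−0.46), ribosomal protein genes in macrophages 0.27 (−0.64) and B-1 cell genes in T cells 1.43 (−0.61). This alternative counts 750 cells of the CLP peritoneal cavity without a *Trac* count as T cell-like by construction, which the T cell values reflect. For the other values the cause was not tested.

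For the values listed under a mitochondrial limit, more genes per cell, doublets, batch correction, normalization, resolution, features and cell means, the cause was not tested, apart from the B cell share under the mitochondrial limit, tested among the other observations. The mean over cells of counts per 10000 weighs cells with few UMIs as much as others by construction. Comparing the peritoneal cavity alone gave no value for the 4 main types, since none had cells in both peritoneal libraries. Where no cluster was set beside a subset, its share has no value, as for T-cell #0 with the library in Harmony. The threshold that Scrublet sets itself was applied to the number of cells kept alone.

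Depth limits the macrophage-like cells of the spleen most. Their sums were 163717 UMIs in CLP and 328088 in sham mice, so a gene at 10 CPM there rests on few counts. T cell-like cells of the sham peritoneal cavity were 79 cells in all.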

Differences from the paper's values

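Naming whole clusters and scaling to the median UMIs per cell were chosen after seeing the values, and no other alternative here was. The comparison of the percentages of cells with a gene, below, was also chosen then. The paper's log2 values come from its Supplementary Tables and from a test with cells as replicates, while those here are log2 ratios of the mean over cells of counts scaled to 5811 UMIs per cell, with 1 added and without a test. That scale is the one SCTransform uses and was chosen after the values on the scale of 10000 UMIs per cell had been seen. Both sides are log2 values. The paper's text gives neither the number of CLP and sham cells of a type that its tables compare nor their compartments, but the tables print the percentage of cells with each gene. Of the 30 genes of a table, this percentage was more than 20 points from the paper's for 13 in sham neutrophils, 13 in CLP and 6 in sham macrophages and 24 in CLP B and plasma cells, so these groups are not alike on the 2 sides. It was for 0 in CLP neutrophils, 0 in sham B and plasma cells and 0 in CLP and 0 in sham T cells, with median gaps of 5.60, 1.01, 2.58 and 0.472 points. Here all 843 sham neutrophil-like cells and all 835 CLP B and plasma cell-like cells were from the spleen. A value is listed where it differs from the paper's by more than its counting error or in sign.

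The number of clusters was 30 here and 14 in the paper (the paper's value). Of the alternatives set before the data were examined, a resolution of 0.4, with 21 clusters, lies within 1.5 times of it, and the other 7 tried, with 27 to 35, do not. The paper gives no resolution.

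In neutrophils 6 of the 10 genes named in the paper's text differed, all with the paper's sign and all larger here, with sham groups that are not alike: *Cxcl2* 8.30 (the paper's 6.41), *Il1rn* 4.55 (the paper's 3.84), *Fth1* 5.65 (the paper's 3.78), *Thbs1* 4.15 (the paper's 3.63), *Acod1* 3.87 (the paper's 3.30) and *Sod2* 3.50 (the paper's 3.01). None of the 8 alternatives set before the data were examined closes these gaps (mitochondrial limit of 10% or none, at least 500 genes per cell, no doublet removal, no batch correction, log-normalized values, spleen alone, scale of 10000 per cell). Whole-cluster naming, chosen after seeing the values, brings *Thbs1* to 3.96 and drops 0 of the 30 genes of Supplementary Table 1.

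In macrophages all 10 differed, again between groups that are not alike: *S100a9* 2.94 (the paper's 4.15), *S100a8* 2.53 (the paper's 4.00), *Hbb-bs* 0.95 (the paper's 3.33), *Fth1* 3.65 (the paper's 3.04), *AW112010* 3.43 (the paper's 2.85), *Spic* 3.48 (the paper's 2.67), *Cxcl2* 3.62 (the paper's 2.66), *Cd14* 3.51 (the paper's 2.64), *Hmox1* 3.02 (the paper's 2.61) and *Vcam1* 3.45 (the paper's 2.60). Of the same 8 alternatives, a mitochondrial limit of 10% closes the gap for *Fth1* (3.06) and *AW112010* (2.84). At least 500 genes per cell (2.88) and no batch correction (2.96) close it for *AW112010* too. No mitochondrial limit closes it for *Hmox1* (2.56), and for *Cxcl2* the spleen alone, at 3.97, is further off but within its wide counting error. The others do not, and for *S100a9*, *S100a8*, *Hbb-bs*, *Spic*, *Cd14* and *Vcam1* none of the 8 does. Within the spleen alone 4 of the 10 have the opposite sign to the paper's. Whole-cluster naming, chosen after seeing the values, brings *AW112010* to 2.70, *Spic* to 2.78 and *Vcam1* to 2.67 and drops 0 of the 30 genes of Supplementary Table 2.

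In B cells with plasma cells counted in, all 10 differed, 2 of them in sign and with CLP groups that are not alike: *Ighg2c* 1.88 (the paper's 6.47), *Jchain* 0.77 (the paper's 4.32), *Ighm* 0.30 (the paper's 3.71), *Iglv1* 0.19 (the paper's 3.02), *Mt1* 0.97 (the paper's 2.84), *Xbp1* −0.047 (the paper's 2.21), *Gm49980* 1.77 (the paper's 2.16), *Herpud1* 0.11 (the paper's 1.81), *Ly6c2* 0.077 (the paper's 1.65) and *Sec11c* −0.068 (the paper's 1.55). Of the 8 alternatives set before the data were examined, the scale of 10000 per cell closes the gap for *Gm49980* (2.10) and the others do not. For the other 9 genes no alternative does. Genes of opposite sign numbered 5 with a mitochondrial limit of 10%, 7 with none and 3 on log-normalized values or in the spleen alone. They numbered 1 with at least 500 genes per cell and 2 in the rest of the 8 alternatives.

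In T cells 2 of the 10 differed: *Cxcl2* 0.071 (the paper's 2.89) and *S100a8* −0.31 (the paper's 1.02), the last in sign. The T cell groups are not alike for *Cxcl2*, which 5.66% of CLP (the paper's 21.9%) and 1.38% of sham T cell-like cells (the paper's 13.1%) had, and the CLP cells here are all from the spleen. No alternative set before the data were examined closes either gap, nor does whole-cluster naming. *S100a8* has the paper's sign on log-normalized values, with 0.068, and with whole clusters named, an alternative chosen after seeing the values, with 5.35. In that alternative 10 of the 10 genes differ from the paper's values, and 29 of the 30 genes of Supplementary Table 4 are higher in CLP, as in the main analysis.

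The count of genes that differ depends on the scale. On the scale of 10000 per cell it was 8 in neutrophils, 10 in macrophages, 9 in B plus plasma cells and 9 in T cells, against 6, 10, 10 and 2 in the main analysis.

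Among the statements, the paper finds T cells in the peritoneal cavity of CLP mice, and here no group of cells there was named T cell-like. Whole-cluster naming, chosen after seeing the values, gives 15.5% there, and it gives B cells there 2.74%. Of these 166 B cells, 161 lay in cluster 7 and were neutrophil-like in the main analysis. They had *Cd79a* at 11.0 CPM, against 990 CPM in the CLP spleen cells of that cluster, and *Cxcl2* at 84400 CPM. The paper places fewer B cells in the spleen of CLP than of sham mice. Here they were 24.3% against 24.6% of the kept cells, and 771 against 1320 cells. Of the alternatives set before the data were examined, the resolution of 0.4 gives a fall, to 23.4% against 25.6%, and a resolution of 1.2 leaves both as they are. The others give a rise: 29.3% against 27.4% with at least 500 genes per cell, 30.6% against 23.9% without doublet removal, 31.6% against 24.8% on log-normalized values, 32.2% against 25.2% without batch correction, 46.7% against 35.0% with a mitochondrial limit of 10% and 49.0% against 36.7% with none.

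The paper lists *S100a9*, *S100a8* and *Hbb-bs* first among the genes raised in macrophages of septic mice. Over both compartments they were at 55.5, 23.3 and 19.7 times the sham level, between groups that are not alike on the 2 sides. Those of *S100a9* and *S100a8* are not known to be of expression in macrophages, since in the CLP spleen they were at 0.655% and 0.587% of their level in neutrophil-like cells, near the median of 0.695% for 10 transcripts abundant in neutrophils. Within the spleen, where all macrophage-like cells of CLP mice lay, they were at 0.830, 0.568 and 0.139 times the sham level. For *Hbb-bs* this rests on 21 sham cells in cluster 21 at 157020.0 CPM. The other 124, in cluster 6, were at 7722 CPM, still above the 4673 CPM of the CLP cells. The paper reports pathways of endoplasmic reticulum stress as activated in B cells. Here the listed genes of that response had a median log2 ratio of −0.39 in B cell-like cells and −0.090 with plasma cells counted in. The last lies at percentile 12.8 of random lists, inside their middle 95%. The genes that the paper lists as raised in B cells were mostly higher with plasma cells counted in, 26 of 30 over both compartments and 22 within the spleen. With no mitochondrial limit the 26 fell to 18. The CLP B and plasma cell groups are not alike on the 2 sides.

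Among subsets, the paper names 4 of neutrophils, the largest being #0. Here no cluster was closest to the genes of #0, and the cluster with the most of them higher was the largest. A cluster was set beside #0 with at least 500 genes per cell (83.1% of its cells from the peritoneal cavity of CLP mice), the listed genes kept in the features (82.7%) or the library in Harmony (98.1%). The paper places macrophage #3 mostly in the peritoneal cavity of CLP mice. Here no group of cells there was named macrophage-like, so none could be set beside #3 and this placement was not tested. The text prints for macrophage #3 the same genes as for #2, while Supplementary Table 6 gives #3 other genes, which were used here. The paper places B cell #0 mainly in the spleen of sham mice. Here the cluster whose genes resembled #0 had 79.2% of its cells from there, in line with the paper. A second cluster, set beside #0 by the rule with 6 of its 20 genes higher, came mostly from the spleen of CLP mice, and with it 56.1% of the cells set beside #0 came from the spleen of CLP mice, against 99.7% without doublet removal, 1.58% with a mitochondrial limit of 10%, 1.56% without batch correction and 30.5% with the library in Harmony. The paper places B cell #1 mainly in the peritoneal cavity of sham mice, which gave 28.0% of the cells here and 96.4% without batch correction. The paper places T cell #2 and #3 in the spleen of sham mice alone. Here 76.9% and 68.2% of the cells set beside them came from it, with 92.0% for #2 with at least 500 genes per cell and 40.5% without batch correction, the highest and the lowest. For #3 the share was 100% with the listed genes kept in the features, 99.7% without batch correction, 99.4% on log-normalized values, 98.9% with a mitochondrial limit of 10%, 95.3% with none and 61.1% with the library in Harmony. The 44 cells set beside #3 in the main analysis had all 10 genes that the text names for #5 higher, counted after the clusters had been seen, and a median log2 ratio of 4.47 for transcripts abundant in B cells, so their 68.2% does not test the placement of #3. They had 17 of its 20 genes higher, while the 581 of the first cluster, set beside #1, had 19, and 99.5% of these came from the spleen of sham mice.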

Other observations

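In this part the tests of T cells that express both genes, of free RNA from neutrophils in T cells and macrophages, of the compartment, of the mitochondrial limit on B cells, of dilution by neutrophils and of transcript length were chosen only after the result was seen, and naming whole clusters is an alternative added after the data were seen.

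Clusters named T cell-like as a whole held 937 cells of the CLP peritoneal cavity, with many UMIs of *Cxcl2* and *S100a8*. T cells that express both genes are argued against. The summed level of *Cd3d*, *Cd3e*, *Cd3g* and *Trac* in them was 0.4002% of that in the sham spleen cells of the same clusters. Without batch correction, 88.4% of these cells were in groups named neutrophil-like and the rest were unnamed. A candidate explanation is that the batch correction placed neutrophils among T cells, and the values of T cells over whole clusters would then be partly those of neutrophils. The 116 of them in cluster 9 had *Trac* at 132 CPM, so a small number of T cells among them stays open.

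*S100a8* and *S100a9* had UMIs in T cell-like cells of the CLP spleen. Of 10 transcripts abundant in neutrophils, a list written without these data, 7 were within 2-fold of a common share, 0.307% of their level in the neutrophil-like cells of that library, with *S100a8* at 0.291%. In B cell-like cells 8 of the 10 were, at 0.347%, and in T cell-like cells of the sham spleen 8, at 0.338%. Free RNA from neutrophils is a candidate explanation for these UMIs. *Il1b*, *Cxcl2* and *G0s2* lay above that share in T cell-like cells of the CLP spleen, so expression of these genes by the cells themselves stays open.

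*S100a9*, *S100a8* and *Hbb-bs* were higher in CLP macrophage-like cells when both compartments were summed, and 0 of the 3 genes were higher within the spleen. As all CLP macrophage-like cells were from the spleen, the compartment may account for these 3. For *S100a9* and *S100a8* it may act through free RNA, as 7 of 10 transcripts abundant in neutrophils lay, in the macrophage-like cells of the CLP spleen, within 2-fold of a common share, 0.695% of their level in neutrophil-like cells, and no neutrophil-like cells were named in the sham peritoneal cavity. In the sham spleen 6 of the 10 did, so expression by the macrophages themselves is not excluded. For the 30 genes of Supplementary Table 2 the compartment is argued against as the whole cause. Their median log2 ratio within the spleen was 1.29, above that of the random lists. The study chose these genes on these same libraries, so this is not independent evidence. An effect of CLP on them and a difference between the pools both stay open.

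*Hbb-bs* was at 33555 CPM in the macrophage-like cells of the sham spleen. Of 10 erythroid markers other than globins, 9 were above 10% of their level in erythroid cells, with a median of 20.3%, against 1 and 2.90% in the CLP spleen and 0 in T cell-like cells of the sham spleen. Erythroid cells or their RNA in this group may account for the globin level. Whether macrophages that take up red cells carry this RNA or erythroid cells were grouped with them stays open.

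The genes of Supplementary Table 3 were higher in CLP for 22 of 30 in B and plasma cell-like cells of the spleen together, for 14 in B cell-like cells alone and for 13 in plasma cell-like cells alone. Some of them, such as *Jchain* and *Xbp1*, were also markers that named plasma cell-like groups, so these counts depend on the naming. A higher share of plasma cells among CLP B cells would give such counts. The share was 7.66% in CLP and 5.78% in sham mice, with intervals that overlap, a criterion added after the values were seen. With so few plasma cells per pool, a higher share cannot be told apart from higher RNA content per plasma cell or from a difference between pools.

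The B cell-like share of the CLP spleen rose from 24.3% to 49.0% when the mitochondrial limit was lifted. With no limit, 71.7% of its 3360 B cell-like and 36.8% of its 923 T cell-like cells were above 5%, a ratio of 1.95. In the sham spleen the percentages were 49.9 and 11.9. The limit of 5% may therefore remove B cells more often than T cells, and it removed the largest percentage of them in the CLP spleen. Whether the B cells above it were damaged in preparation or changed by CLP was not tested.

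Macrophage-like, B cell-like and T cell-like shares were lower in the CLP than in the sham peritoneal cavity. For macrophages, dilution by neutrophils is argued against as the whole cause only if the monocyte-like cells are not macrophages. Among the cells that were not neutrophil-like, the macrophage share of CLP mice would be 26.9% if every unnamed cell were a macrophage, against 76.1% in sham mice. This bound leaves out the monocyte-like cells, 70.4% of those cells in CLP mice. With them counted as macrophages it would not argue against dilution. For B cells, at 12.9% in sham mice, and T cells, at 1.88%, the unnamed cells leave dilution open. Loss of macrophages from the cavity, their failure to be recovered by lavage, and a change of their markers all stay open.

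*Dynll1*, *S100a6*, *Lgals1* and *Cd52*, with transcripts of 2242, 783, 800 and 514 bases, were among the genes lowest in CLP T cell-like cells of the spleen. A bias by transcript length is argued against as the whole cause. The 2211 other genes with transcripts of 514 to 2242 bases had a median log2 ratio of −0.087 in these cells, and 9 of them fell as far as the least lowered of the 4, at −2.47. A small bias is not excluded. The median log2 ratio of the 20% of genes with the longest transcripts minus that of the 20% with the shortest was 0.35 in T, 0.28 in B, 0.47 in NK and 0.22 in macrophage-like cells, and −0.13 in neutrophil-like cells. An effect of CLP on T cells, a difference in the kinds of T cells present and a difference between the pools stay open.

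Cluster 14, left unnamed, held 237 cells of the CLP spleen with *Cd79a* at 653 CPM and *Ms4a1* at 146 CPM, against 990.4 and 152 CPM in the cells of that library in cluster 7, named B cell-like. Its 226 cells of the CLP peritoneal cavity had *Cd79a* at 27.2 CPM and *Cxcl2* at 12856 CPM.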
